# Disrupted extracellular matrix and cell cycle genes in autism-associated Shank3 deficiency are targeted by lithium

**DOI:** 10.1038/s41380-023-02362-y

**Published:** 2023-12-20

**Authors:** Valentin Ioannidis, Rakshita Pandey, Helen Friedericke Bauer, Michael Schön, Jürgen Bockmann, Tobias M. Boeckers, Anne-Kathrin Lutz

**Keywords:** Autism spectrum disorders, Neuroscience

## Abstract

The Shank3 gene encodes the major postsynaptic scaffolding protein SHANK3. Its mutation causes a syndromic form of autism spectrum disorder (ASD): Phelan-McDermid Syndrome (PMDS). It is characterized by global developmental delay, intellectual disorders (ID), ASD behavior, affective symptoms, as well as extra-cerebral symptoms. Although Shank3 deficiency causes a variety of molecular alterations, they do not suffice to explain all clinical aspects of this heterogenic syndrome. Since global gene expression alterations in Shank3 deficiency remain inadequately studied, we explored the transcriptome in vitro in primary hippocampal cells from Shank3∆11(−/−) mice, under control and lithium (Li) treatment conditions, and confirmed the findings in vivo. The Shank3∆11(−/−) genotype affected the overall transcriptome. Remarkably, extracellular matrix (ECM) and cell cycle transcriptional programs were disrupted. Accordingly, in the hippocampi of adolescent Shank3∆11(−/−) mice we found proteins of the collagen family and core cell cycle proteins downregulated. In vitro Li treatment of Shank3∆11(−/−) cells had a rescue-like effect on the ECM and cell cycle gene sets. Reversed ECM gene sets were part of a network, regulated by common transcription factors (TF) such as cAMP responsive element binding protein 1 (CREB1) and β-Catenin (CTNNB1), which are known downstream effectors of synaptic activity and targets of Li. These TFs were less abundant and/or hypo-phosphorylated in hippocampi of Shank3∆11(−/−) mice and could be rescued with Li in vitro and in vivo. Our investigations suggest the ECM compartment and cell cycle genes as new players in the pathophysiology of Shank3 deficiency, and imply involvement of transcriptional regulators, which can be modulated by Li. This work supports Li as potential drug in the management of PMDS symptoms, where a Phase III study is ongoing.

## Introduction

ASD typically manifests during early childhood and causes persistent alterations in social interaction and communication, restricted repetitive behaviors, as well as sensory anomalies. The co-occurrence of ID, functional language impairment [1], and psychiatric disorders like depression is common [2]. Although ASD is considered a neurodevelopmental disorder with a multifactorial etiology including genetic and environmental factors, several ASD risk genes have been identified [3, 4] of which many encode synaptic proteins.

One gene frequently associated with ASD and ID is Shank3, mutated in more than 2 % of collective patients [5]. SHANK3 is known for its post-synaptic function as a major scaffolding protein for a variety of other synaptic proteins, including PSD95, GRM5, NMDA, AMPA and SHARPIN, as well as its enrichment in a range of brain regions like the cortical layer 2-4, the hippocampus and the striatum (reviewed by Monteiro and Feng [6] and Delling and Boeckers [7]). Interaction with the cytoskeleton has been proposed as a shared function with other ASD-associated proteins like ADNP [8]. Several SHANK3 mutant mouse models have been generated, and presented with heterogenic ASD-like phenotypes (reviewed by Delling and Boeckers [7]), arising in a brain area related manner [9]. In humans, Shank3 mutations commonly cause a syndromic form of ASD, the PMDS [10, 11]. Individuals with PMDS present with global developmental delay, delayed or absent speech, ID, ASD-like behaviors, neonatal muscular hypotonia, sensory anomalies and heterogenic facial dysmorphisms [11]. In early childhood or adolescence, these individuals can regress and lose previously acquired skills, along with the occurrence of psychiatric illnesses like catatonia, atypical bipolar disorders (BD) and other affective symptoms [12–17]. This is consistent with higher prevalence of BD and anxiety disorder in ASD [18], suggesting partially shared underlying mechanisms, but a genome-wide analysis of SNPs did not indicate a genetic correlation [19], and shared but differential involvement of ERK signaling has been discussed [20].

Advances have been made to understand the pathophysiology of Shank3-deficiency, identifying the putative role of Shank3 causative for the heterogenic symptoms. ASD-like symptoms and ID are linked to synaptic (dys-) function [21] (reviewed by Zoghbi and Bear [22]), with a well-established involvement of SHANK3 [23–25]. Also, functional brain connectivity anomalies and white matter alterations have been reported in ASD patients [26] as well as in Shank3-deficiency [27, 28]. This might be explained by delayed myelin maturation in the absent of SHANK3 and its expression in oligodendrocytes and Schwann cells [29]. Intriguingly, biological correlates have also been discovered for extra-cerebral symptoms of PMDS, like the neonatal muscular hypotonia, likely explained by impaired maturation of striated muscles and neuromuscular junctions (NMJ), with SHANK3 directly localized at Z-discs [30].

Gene expression regulation can be affected in ASD and a large portion of ASD-risk genes are involved in these processes [31, 32]. Likewise, SHANK3 has been associated with gene expression regulation, on the one hand by synaptic mechanisms like impaired CREB signaling [33–35] – though alterations in broad CREB target gene expression have not been shown – and on the other hand by dysregulation of general signaling pathways [36, 37]. Although, bulk transcriptome analysis in Shank3-deficiency models have been conducted across different species, tissues, time points and treatments [38–44], transcriptional patterns in the hippocampus have not been directly linked to regulatory elements nor have they been directly translated to the protein level.

The hippocampus contributes to deficits in memory, spatial reasoning, social interaction, and eventually repetitive behavior and restricted interests in ASD, and is also relevant in other psychiatric disorders like anxiety disorder or depression (reviewed by Banker et al. [45]). Coherently, mouse models of Shank3-deficincy exhibit impaired social learning, repetitive behavior and increased fear, and despite the pronounced localization of Shank3 to cortico-striatal synapses, hippocampal synapses are structurally and functionally altered (reviewed by Delling and Boeckers [7]).

There is no causal treatment for PMDS available at the moment, though pharmacological substances show beneficial effects on Shank3-defient phenotypes (reviewed by Delling and Boeckers [7]). Interestingly, lithium (Li) treatment of Shank3-deficient individuals leads to clinical improvement in single cases, especially stabilization of mood and behavior, as well as reduction of clinical regression [46, 47]. Li is the first line treatment for the prevention of depressive and manic/hypomanic episodes in bipolar disorder (BD) [48], as well as a viable mood stabilizer in ASD [49, 50]. Notably, serum levels of Li are decreased in children with ASD [51] and correlate with ASD severity [52]. Considering the promising case reports of Li as mood stabilizer in PMDS, and improving affective symptoms in ASD, a Phase III study has been started in 2022, treating SHANK3-haploinsufficient cohorts with Li (ClinicalTrials.gov identifier: NCT04623398). Since the exact mechanism of action of Li in improving affective symptoms in PMDS and ASD is not known, it is crucial to investigate the effect of Li on Shank3-deficiency, to explain clinical improvement and to develop further treatment options.

In this study we aim to (i) comprehensively explore the Shank3-deficient transcriptome in hippocampal cells to (ii) find biological functions impaired in Shank3-deficiency besides synaptic function and (iii) test the effects of Li on potential transcriptional alterations, as well as (iiii) identify underlying transcriptional regulators.

## Methods

### Animals

The Shank3Δ11−/− mice (C56BL/6 genetic background) breeding was performed as described previously [53]. Animals were kept at constant temperature (22 ± 1 °C) and humidity (50%) with a 12 h light/dark cycle and provided with food and water ad libitum. C56BL/6 mice were used as controls.

### Lithium treatment

A 100 mmol/L Li stock solution was prepared by adding 37 mg lithium (Li) carbonate to 10 ml filtered (20 μm) Millipore water. At DIV 9 medium was replaced by a mix of fresh Neurobasal+++ and Li stock solution to the final Li concentration. A treatment duration of 5 days was adapted, since it sufficed to rescue Shank3-deficient phenotypes in previous in vitro experiments [30]. The optimal concentration of Li for the long-term treatment of bipolar disorders ranges between 0.6 mmol/L and 0.75 mmol/L but can be higher for patients with mostly manic episodes [54]. Moreover, low doses of Li promise to exhibit various positive effects on the brain [55]. Since Li treatment is associated with serious adverse effects even in the therapeutic range [56], a low Li concentration of 0.1 mmol/L was used, to evaluate the effects in sensitive RNA sequencing experiments. To reliably confirm RNA sequencing results a higher Li concentration of 1 mmol/l was used for immunocytochemistry analysis.

For in vivo lithium treatment male Shank3Δ11(−/−) mice were single housed under standard laboratory conditions with temperatures at 22 ± 1 °C and 50% ±10% humidity and a 12 h dark/light cycle. All animal experiments were performed in compliance with the guidelines for the welfare of experimental animals issued by the Federal Government of Germany and approved by the local ethics committee at Ulm University and the Regierungspräsidium Tübingen with the ID numbers: 1595. Mice received either control food and regular drinking water or lithium-supplemented diet containing 0.3% (w/w) lithium carbonate ad libitum. To counteract potential toxicity of lithium, mice fed with the lithium diet received drinking water with 1.5 % (w/w) sodium chloride. Treatment started at postnatal day (P) 28 and mice were sacrificed at P60-P62 by cervical dislocation and brains were collected for biochemical analysis.

### RNA isolation and bulk RNA sequencing

See Supplementary Information for details.

### DEG analysis

All data analysis computations were performed using R version 4.1.0 and RStudio 2022.12.0 + 353. Mainly following [57], functions from the limma [58] and edgeR [59] package were used for DEG analysis. Only genes and corresponding read counts with entrezID (determined from Ensemble ID with the biomaRt R package) and RNA biotype of protein_coding, lincRNA, Mt_rRNA, snoRNA, miRNA, snRNA, scaRNA, rRNA, ribozyme or macro_lncRNA were included in the analysis. Read counts were normalized using edgeR::calcNormFactors() with “TMM” method. Genes were filtered with edgeR::filterByExpr() for genes with minimum 15 counts in 25 % of the samples. Batch effects were removed either for graphical representation with limma::removeBatchEffect() and visualized as MDS plots based on limma::plotMDS data or for differential gene expression analysis as factor in the linear model (LM). A voom object was created from the filtered genes and a design based on the following formula:

$$\sim 0+{{{{{\rm{group}}}}}}+{{{{{\rm{batch}}}}}}$$

where the group factor encodes WT_Veh, WT_Li, KO_Veh and KO_Li, and the batch factor encodes the 4 experimental batches. From this design the contrasts were derived using limma::makeContrasts(). Next, a LM was fit to each gene with limma::lmFit() and contrasts were computed from the LMs using limma::contrast.fit(). Finally, limma::eBayes() was used to calculate Empirical Bayes statistics based on the LMs. Differentially expressed genes were identified with Limma::decideTests() with Benjamini–Hochberg (BH) adjusted *p* values < 0.01 and |logFCs| > log2(1.2).

### Gene ontology

Gene ontology analysis on DEGs was performed using the clusterProfiler R package. All previously included genes were provided as background genes, and only terms with a least 10 genes were included, *p* values were BH-adjusted, and *q* values were calculated. Terms were considered enriched when *p* values and *q* values were <0.01. Parent terms were identified with the rrvgo package using “wang” method to calculate the semantic similarity and terms were weighted by -log10(q value) when reduced to parent terms. Jaccard similarities were calculated with stats::dist(). Community detection was performed with the tidygraph::group_louvain() function.

### EGSEA

Gene set enrichment was tested with the EGSEA R using the EGSEA::egsea() function. This method combines multiple gene set enrichment analysis methods to improve performance [60]. We included following methods: “ora”, “gage”, “camera”, “gsva”, “padog”, “safe”, “plage”, “zscore”, “ssgsea”, “globaltest”, and “fry”. The EGSEA::buildIdx() function was used to access annotated gene sets from the Gene Set Data Base Gene Ontology with a minimum of 10 genes. Gene sets from CC, MF, BP and the TFactS catalog [61] with adjusted *p* values < 0.05 were selected. The differences between the logFC of GS pairs from the genotype and treatment contrast were calculated:

$${\triangle \log {{{{{\rm{FC}}}}}}}_{{{{{{\rm{GS}}}}}}}={{{{{\rm{|}}}}}}\log {{{{{\rm{FC}}}}}}({{{{{{\rm{GS}}}}}}}_{{{{{{\rm{treatment}}}}}}})-\log {{{{{\rm{FC}}}}}}({{{{{{\rm{GS}}}}}}}_{{{{{{\rm{genotype}}}}}}}){{{{{\rm{|}}}}}}$$

From the median.rank values supplied by EGSEA::egsea(), the mean rank of each GS pair was calculated:

$${{{{{\rm{X}}}}}}({{{{{\rm{rank}}}}}})=({{{{{\rm{median}}}}}}.{{{{{\rm{rank}}}}}}({{{{{\rm{treatment}}}}}})+{{{{{\rm{median}}}}}}.{{{{{\rm{rank}}}}}}({{{{{\rm{genotype}}}}}}))/2$$

Jaccard similarities between GS pairs were calculated with stats::dist().

### Image acquisition

See Supplementary Information for details.

### Image analysis

See Supplementary Information for details.

### Immunocytochemistry (ICC)

See Supplementary Information for details.

### Immunohistochemistry (IHC)

See Supplementary Information for details.

### Plots and statistical analysis

All figures and plots were generated in R with ggplot2, pheatmap, ggVennDiagram, tidygraph and ggraph packages, as well as Adobe Illustrator CS6. For two group comparisons, data was tested for normal distribution using rstatix::shapiro_test(). If both groups passed, rstatix::t_test() was used to compare groups, otherwise rstatix::wilcox_test() was used. For comparisons of more than two groups, data was tested for homogeneity of variance using rstatix::levene_test(). If given, ANOVAs were computed with rstatix::anova_test() and post-hoc tests with rstatix::tukey_hsd(), otherwise rstatix::kruskal_test() was used. If compared samples were paired in the experimental process, pair-wise statistical tests were performed accordingly. If these pairs were acquired from several batches, z-transformation was used for data visualization while the statistical tests were performed on the otherwise normalized data.

### Primary and secondary antibodies list

See Supplementary Information (Supplementary Tables S1 and S2).

### Primary hippocampal cell culture

See Supplementary Information for details.

### Protein Isolation and Western Blot (WB)

See Supplementary Information for details.

### String

See Supplementary Information for details.

## Results

### Divergence of global gene expression in Shank3∆11(−/−)

To explore the impact of Shank3 deficiency on the in-vitro transcriptome, we performed bulk RNA sequencing of cultured primary cells from hippocampi of wild type (WT) and Shank3∆11(−/−) (KO) P0-2 mice at day in vitro (DIV) 14 (*N* = 16), where DIV 14 represents a cell culture of stage 4/5 neurons with complex dendritic branches and synaptic connections [62]. At DIV 9 the cell cultures of each genotype were treated with Li or H2O (Vehicle/Veh) for 5 days (Fig. 1a, b). Consequently, four experimental groups were formed: WTVeh, WTLi, KOVeh, KOLi (each *n* = 4) (Fig. 1c).

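Bulk RNA sequencing reads the mRNA of a whole culture, so that each value averages over the neurons and glia grown together. The cultures came from hippocampi of newborn WT mice and of Shank3∆11(−/−) (KO) mice, a line with a deletion in the gene for the postsynaptic scaffold protein SHANK3. Li was given at 0.1 mmol/l from DIV 9 for 5 days, and RNA was taken at DIV 14 from pups of postnatal days 0 to 2, according to the paper. The submitters' labels give pups of postnatal days 1 to 2, and days in vitro from 14 to 29 with another number for each library; the paper's times are used here. Each of the 4 groups held 4 libraries, numbered 1 to 4 in their titles. These numbers were taken as the paper's 4 experimental batches, which the labels do not state, and are called replicates 1 to 4 here. Replicates 1 to 3 were sequenced in 1 batch and replicate 4 in another. mRNA was purified and made into Illumina paired-end libraries. According to the submitters' processing notes, the authors worked with the GRCm38.p6 build, HISAT2 2.0.5 and featureCounts 1.5.0-p3, and they deposited counts per gene. The strand setting of the counting is not given in the sources used here, so that reads of a gene and of an overlapping antisense gene cannot be separated. Total counts per library ranged from 21178969 to 35188300 in WTVeh (median 25750096), from 17666399 to 30945644 in WTLi (median 19086907), from 21073689 to 30248060 in KOVeh (median 22041966) and from 16123067 to 29310935 in KOLi (median 20783094). Of 33134 genes of the biotypes kept in the study, 14783 passed its filter on low counts and were tested. Library sizes were scaled by TMM, with factors from 0.965 to 1.03. EdgeR's quasi-likelihood test was fitted to all 16 libraries with the group and the experimental batch as terms. A gene was called lower or higher at the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.01 and a fold above 1.2. The gene lists, written in part from the paper's topics, and the rule for the genes named here were set before the counts were examined. The paper's table of DEGs from these libraries had been seen when the rule was written. Lists that hold genes the paper names, such as those of mitosis, actin, annexins, collagens and ECM glycoproteins, are therefore not independent of these data. The batch term treats the Veh and Li libraries of a culture as separate, although their values kept a correlation of 0.507 in the fit. This makes the tests between genotypes too lenient and the tests between treatments too strict.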

**Fig. 1:**
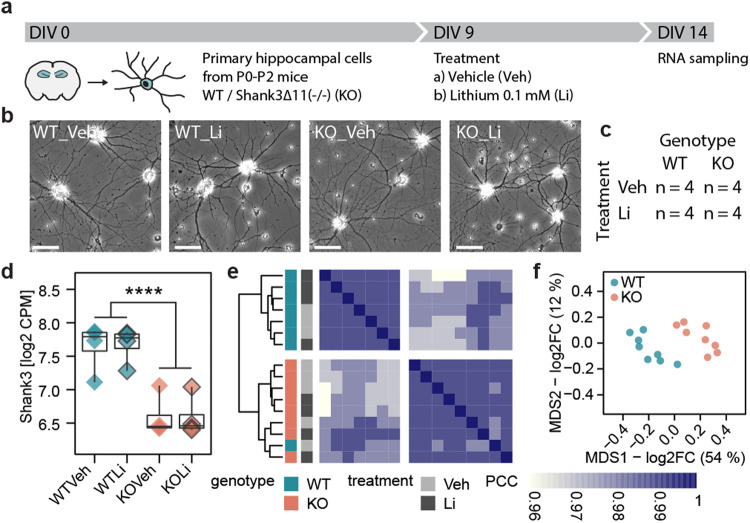
Divergence of global gene expression in Shank3∆11(−/−). **a** Experimental timeline. **b** Representative brightfield images of the cell cultures. Scale bar = 10 µm. **c** Cross table overview of groups and sample size. **d** Shank3 expression as log2 CPM. (genotype: *F*(1, 12) = 46.962, p**** < 0.0001; treatment: *F*(1, 12) = 0.006, *p* = 0.941; interaction: *F*(1, 12) = 0.013, *p* = 0.911; *n* = 4 per group, two-way ANOVA). **e** Hierarchical clustering of samples based on inter-sample PCCs. Samples labeled by genotype and treatment. **f** MDS plot of all samples, labeled by genotype. Axis correspond to leading log2FC. MDS1 accounts for 54 % of the similarity and MDS2 for 12%.

Since experiments were carried out in four batches, we removed batch effects (Details in methods section) to effectively compensate batch-related clustering in Multi-Dimensional Scaling (MDS, see ref. [57] for details) (Supplementary Fig. S1a).

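The effect of the 4 experiments was visible before it was removed. Without the removal, libraries of the same replicate number had a mean PCC of 0.981 across genes and libraries of different numbers 0.968. Of the 2 clusters, 1 then held 6 WT and 2 KO libraries and the other 2 WT and 6 KO libraries. MDS1 accounted for 43.7% and MDS2 for 25.8% over the 500 genes that differed most between each pair of libraries. After the removal, the mean PCC was 0.980 within replicate numbers and 0.985 between them. The deviations of KOVeh and KOLi libraries from their group means correlated across genes by 0.411 to 0.889 within replicate numbers, and those of WTVeh and WTLi libraries by 0.590 to 0.859. Between genotypes, WTVeh and KOVeh libraries of the same number correlated by 0.224 to 0.557.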

Shank3 transcripts were significantly less abundant in Shank3∆11(−/−) cells compared to WT, although in the Shank3∆11(−/−) model Shank3 loss is limited to Shank3a, Shank3b and Shank3c isoforms [63] (Supplementary Fig. S1b, modified from ref. [63]). 

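Shank3 (ENSMUSG00000022623) lies on chromosome 15 from 89499623 to 89560261 of GRCm38. Its level was 219 ± 41.8 CPM (SD, n = 4) in WTVeh and 108 ± 36.7 CPM (SD, n = 4) in KOVeh. The log2 fold change was -1.07 (standard error 0.22, adjusted p = 0.00750 from edgeR's quasi-likelihood test). Every KOVeh library was below every WTVeh library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 libraries allow). The 4 WTVeh libraries held 204, 169, 236 and 267 CPM in the order of the replicates, and the 4 KOVeh libraries 82.0, 162, 88.5 and 97.9. In replicates 1, 3 and 4, the ratio of KO to WT lay between 0.367 and 0.404 in both treatments. In replicate 2, it was 0.956 in Veh and 0.845 in Li, with both libraries below the lowest WT library and above the other KO libraries. They are called the libraries labelled KO replicate 2 here. The paper's text reports other proteins of these 2 genotypes, with COL1A1 lower in Shank3∆11(−/−) hippocampi, from other animals. Counts are per gene and hold every isoform, with those that the deletion leaves. Without the replicate block, the log2 fold change was -1.02 (adjusted p = 0.208 from the same test). The call was lost without WTVeh replicate 1 (adjusted p = 0.0306), KOVeh replicate 1 (adjusted p = 0.0288), WTVeh replicate 3 (adjusted p = 0.0240), KOVeh replicate 3 (adjusted p = 0.0311), WTVeh replicate 4 (adjusted p = 0.0244) and KOVeh replicate 4 (adjusted p = 0.0324) from the same test, and the log2 fold change without 1 library lay between -1.30 and -0.96.

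**Figure D1:**
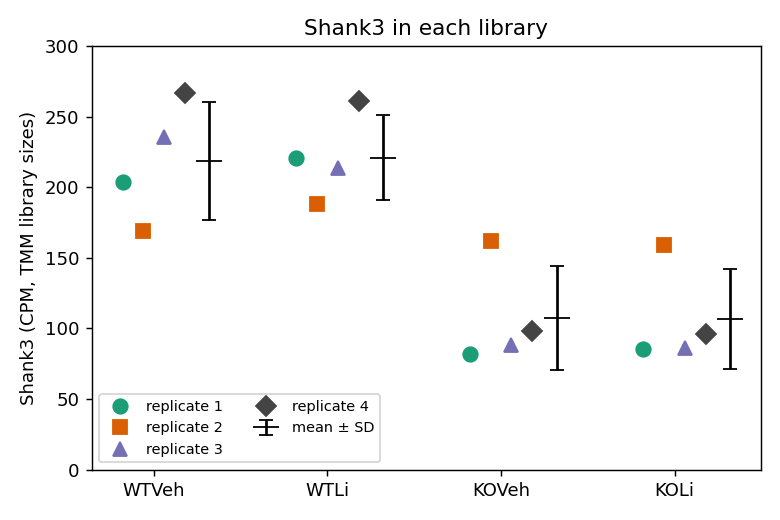
Shank3 in each of the 16 libraries, in CPM with TMM library sizes (vertical axis), by group (horizontal axis). Each symbol is a library, its shape and color give the replicate, and the bar with whiskers beside each group is its mean ± SD (n = 4). The libraries labelled KO replicate 2 lie at 162 and 159 CPM, and the other 6 KO libraries between 82.0 and 97.9.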

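In the Li groups, Shank3 was at 221 ± 30.2 CPM (SD, n = 4) in WTLi and at 107 ± 35.3 CPM (SD, n = 4) in KOLi. Between KOLi and KOVeh, its log2 fold change was -0.01 (standard error 0.22), and a two-sided exact permutation test of the libraries gave p = 0.943. Between WTLi and WTVeh, it was 0.01 (standard error 0.22), with p = 0.886 from the same permutation test. The genotypes differed under Li by a log2 fold change of -1.09 (standard error 0.22, adjusted p = 0.00652 from edgeR's quasi-likelihood test). Shank3 was at 188 CPM in WTLi replicate 2 and at 159 CPM in the library labelled KOLi replicate 2. Without the replicate block, the adjusted p of KOLi against WTLi was 0.214 from the same test.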

Li treatment did not change Shank3 transcript abundance in both genotypes (Fig. 1d).

Pearson Correlation Coefficient (PCC) was above 0.95 between all samples, indicating high similarity in general gene expression, reflecting the samples’ shared hippocampal origin and genetic background. 

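Across the 14783 tested genes, with the replicate effect removed, the PCC between libraries ranged from 0.957 to 0.994, with a median of 0.986. The closest libraries were those labelled KOVeh and KOLi replicate 2, which share a culture. The mean PCC of a library with the other 15 was lowest for WTLi replicate 4, at 0.979, and highest for the library labelled KOLi replicate 2, at 0.988. With the replicate effect kept, the lowest PCC was 0.935. These are correlations across genes, which are not independent replicates, so that no p-value is attached.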

Although samples clustered by genotype in hierarchical clustering (Fig. 1e), and in MDS (Fig. 1f), they did not cluster by treatment group, suggesting a higher impact of Shank3 deficiency than Li treatment on overall gene expression. 

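With the replicate effect removed, libraries were more alike within a genotype than between genotypes, which did not hold for treatment. The mean PCC was 0.990 within a genotype and 0.979 between genotypes. It was 0.984 within a treatment and 0.985 between treatments. The Veh and Li libraries of a culture count here as the same genotype and as different treatments. Their likeness raises the means within a genotype and between treatments, so that these values do not compare genotype and treatment on equal terms. Divided into 2 clusters, the tree held the 8 WT libraries in 1 cluster and the 8 KO libraries in the other. MDS1 accounted for 48.9% and MDS2 for 12.5%, and over all tested genes in place of the 500 for 53.8% and 11.7%. The KO libraries of replicates 1, 3 and 4 lay between 0.23 and 1.23 on MDS1, and the WT libraries of these replicates between -1.12 and -0.42. With the replicate effect kept, the mean PCC was 0.975 within a genotype, 0.967 between genotypes and 0.981 within replicate numbers. Both clusters then held libraries of both genotypes.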

One WTVeh sample was identified as an outlier by hierarchical clustering of PCCs, however separated in MDS from the cloud of KO samples and was thus included in downstream analysis (Fig. 1e).

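WTVeh replicate 2 was the WT library nearest to the KO libraries. It lay at 0.10 on MDS1, between the libraries labelled KOLi and KOVeh replicate 2 at 0.02 and 0.15. On MDS2, whose sign is arbitrary, it lay at 0.50, and these 2 libraries at -0.38 and -0.51. Its closest library was WTVeh replicate 3, with a PCC of 0.990 across genes. With the tree of all 16 libraries divided into 3 clusters, it stood with WTLi replicate 2 and both WT libraries of replicate 3. No test is attached to these positions.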

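The size of the changes can be set side by side over all 14783 tested genes. The median absolute log2 fold change was 0.177 between KOVeh and WTVeh and 0.189 between KOLi and WTLi. Between treatments, it was 0.0644 in KO and 0.0749 in WT. In Col1a1, a chain of type I collagen, the log2 fold change was -0.89 (standard error 0.14) between KOLi and WTLi and 0.08 (standard error 0.14) between WTLi and WTVeh. In Gabbr2, a subunit of the GABA-B receptor, these were 0.40 (standard error 0.05) and -0.06 (standard error 0.05). No test compares the medians, since the comparisons share libraries and genes are not independent. Genotypes were compared between cultures and treatments within a culture. Differences between cultures therefore enter the genotype medians and not, or less, those between treatments.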

In conclusion, we confirmed reduced Shank3 transcript abundance in Shank3∆11(−/−) hippocampal cells and showed that broad gene expression differed between WT and Shank3∆11(−/−) but less between treatment groups.

### Disruption of extracellular matrix, cytoskeleton and cell cycle transcriptional programs in Shank3∆11(−/−)

For a comprehensive analysis of the Shank3∆11(−/−) transcriptome from single differentially expressed genes (DEG) to overarching alterations in biological function we utilized a pipeline including limma for DEGs analysis, clusterProfiler for enrichment analysis of gene ontology (GO) terms and rrvgo to find semantic similarities between GO terms (Fig. 2a).

**Fig. 2:**
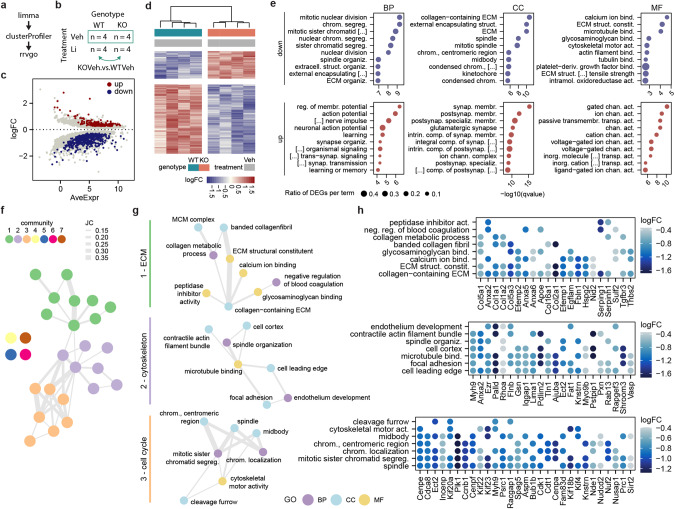
Disruption of extracellular matrix, cytoskeleton and cell cycle transcriptional programs in Shank3∆11(−/−). **a** R package pipeline. **b** Cross table, the groups of the analyzed contrast are labeled by the green box. **c** MA plot filtered for the top 5000 genes with the lowest adjusted *p* value (p.adj). **d** Hierarchical clustering of the contrasts’ samples based on logFCs of DEGs. **e** Top 10 enriched GO terms from up- and downregulated DEGs by -log10(qvalue). Size of points corresponds to the ratio of DEGs to all genes of the GO term. **f** Network of parent terms. Nodes represented parent terms and edges were drawn for JC > 0.1 and only between parent terms of different GOs. Colors correspond to communities detected by Louvain method. **g** Separated ECM (green bar), cytoskeleton (violet bar) and cell cycle (orange bar) communities. Node color corresponds to parent terms’ GO. **h** Key genes of the communities 1–3, defined as DEGs shared by three parent terms at least.

First, we performed DEGs analysis for the contrast KOVeh versus WTVeh (Fig. 2b). MA (log ratio – mean average) plot showed a fan-like distribution of genes along the Average Expression (AveExpr) axis as expected, but with a shift to more negative log2 fold changes (logFC). Accordingly, the number of downregulated genes (*n* = 492) exceeded those of upregulated genes (*n* = 195) (Fig. 2c). 

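Of the 14783 tested genes, 506 were lower and 307 were higher in KOVeh than in WTVeh from edgeR's quasi-likelihood test. Among the largest falls were Lrp2, an endocytic receptor, with a log2 fold change of -1.97 (standard error 0.37), Ptgds, a prostaglandin D synthase, with -1.85 (standard error 0.28), and Ctgf, a matricellular protein, with -1.71 (standard error 0.28). Map3k7cl, Clcf1, Nuak2, Pstpip1 and Abcc12 fell by log2 fold changes from -2.06 to -1.63. Of the called genes with a mean of at least 1 log2 CPM that changed the same way in all 4 pairs, the largest rise was in Tuba1c, an alpha-tubulin on chromosome 15 from 99029891 to 99038110 of GRCm38, from 15.8 ± 10.2 to 78.1 ± 15.8 CPM (SD, n = 4). Its log2 fold change was 2.49 (standard error 0.30, adjusted p = 0.00108 from the same test), and tubulin genes are alike in sequence, so that reads can be shared between them. Amd2, a copy of Amd1 that may share its reads, rose by 2.93 from a lower level and is named after its values were seen. By the same criteria, Oprd1, the delta opioid receptor, rose by 1.42 (standard error 0.28), followed by Card10, Tgfbi, 2900052N01Rik, Plvap, Gsg1l, Lypd1, Elfn1 and Adarb2, from 1.14 down to 0.83. Genes below 0 outnumbered those above it less over all tested genes, with 7563 lower, 7220 higher and a median log2 fold change of -0.01. With library sizes not scaled by TMM, a setting chosen after seeing the data, the calls were 603 lower and 205 higher. Without the replicate block, the same test called 0 genes, and 2270 had an unadjusted p under 0.05, against 5062 with it. From replicates 1, 3 and 4 alone, also chosen after seeing the data, 1647 genes were called. Fitted to the compared groups alone, 1 gene was called (Lcn2, lower, named after its values were seen), and 0 of the 112 called genes named here. Sequencing batch 1 alone gave 15 genes. DESeq2 called 1115 lower and 776 higher, limma-voom with sample quality weights 1357 and 754, and limma-voom with the culture as a random effect, chosen after seeing the data, 318 and 195. With the culture as a random effect, 90 of the 112 called genes named here kept their call and 22 lost it, among them Lrp2, Map3k7cl, Clcf1, Col2a1, Map2, Snap25, Rrm2, Nfkbia, Icam1 and Cspg4. The count was 51, 1291, 349 and 303 without WTVeh replicates 1 to 4, and 216, 675, 67 and 66 without KOVeh replicates 1 to 4, in this order. Of 112 called genes that are named here, 13, 106, 61 and 58 were still called without WTVeh replicates 1 to 4, and 45, 95, 19 and 19 without KOVeh replicates 1 to 4.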

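The 813 genes called between KOVeh and WTVeh parted the 8 libraries by genotype once the replicate effect was removed, with the 4 WTVeh libraries in 1 cluster and the 4 KOVeh libraries in the other. With the effect kept, 1 cluster held the 4 WTVeh libraries and 1 KOVeh library, and the other held 3 KOVeh libraries. Over the 13970 genes that were not called, the clusters held 3 WTVeh libraries, and 1 WTVeh with the 4 KOVeh libraries. Since the genes were called for differing between the same libraries, this clustering is not independent of the calls. Of the named genes, 13 were called without each of the 8 libraries in turn. Lower among them were Aebp1, Anxa2, Cdc20, Cdca3, Ckap2, Gas6, Kif18b and Pttg1, of which Cdc20, Cdca3, Ckap2, Kif18b and Pttg1 act in mitosis. Higher were Card10, Dlgap1, Gabbr2, Tppp and Tuba1c. Over these fits, the largest adjusted p from edgeR's quasi-likelihood test was 0.00583 for Aebp1 (without KOVeh replicate 4), 0.00480 for Ckap2 (without KOVeh replicate 3) and 0.00993 for Gabbr2 (without KOVeh replicate 4).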

Based on logFC of these DEGs, hierarchical clustering clearly separated KOVeh and WTVeh samples, indicating consistent differential gene expression in the Shank3∆11(−/−) samples (Fig. 2d).

Next, we performed gene enrichment analysis of the GO terms cellular compartment (CC), molecular function (MF) and biological process (BP) on the down- and upregulated DEGs, respectively. 

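Of 60 genes of mitosis and chromosome segregation, 39 were lower in KOVeh than in WTVeh, 0 were higher and 21 did not pass edgeR's quasi-likelihood test (52 lower when adjusted over the list alone). Ckap2, which binds spindle microtubules, had a log2 fold change of -1.18 (standard error 0.11, adjusted p = 9.1e-04 from the same test). Cdc20, an activator of the anaphase-promoting complex, and Pttg1, the securin, had -1.05 and -0.96. Of 43 genes of DNA replication, 15 were lower and 0 higher (17 lower when adjusted over the list alone), among them Mcm4, a part of the replicative helicase, with -0.66, and Lig1, a DNA ligase, with -0.76. Of 52 glycoproteins and proteoglycans of the ECM other than collagens and laminins, 11 were lower, 1 was higher and 40 did not pass (28 lower and 1 higher when adjusted over the list alone). Aebp1, a matrix protein, had a log2 fold change of -1.01 (standard error 0.10, adjusted p = 9.1e-04 from the same test), and Ltbp3, which binds latent TGF-beta, -1.02. The gene that was higher was Tgfbi. Against the other genes, by camera with a preset correlation of 0.01, all 3 lists were lower, with medians of -0.83 (adjusted p = 3.6e-41), -0.42 (adjusted p = 6.4e-12) and -0.69 (adjusted p = 3.6e-14). With an estimated correlation, the adjusted p was 0.0455 for mitosis, 0.0449 for replication and 0.0676 for the ECM list, which ends the call of the last. Of 25 pathway lists, 15 were called lower and 5 higher with the preset correlation, and 4 lower and 4 higher with an estimated one. In the pair labelled replicate 2, the mean difference was -0.64 for mitosis and -0.21 for the ECM list, against -0.72, -0.84 and -0.97, and -0.81, -1.09 and -0.93, in pairs 1, 3 and 4. In the same comparison, markers of ependymal cells and oligodendrocytes were called lower, with medians of -1.20 and -0.80, and those of neurons higher, with 0.28. These calls were lost with an estimated correlation (adjusted p = 0.280, 0.231 and 0.0676).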

From the downregulated DEGs we found 192 enriched GO terms with the top-ranking ones predominantly involved in mitosis, extracellular matrix (ECM), and cytoskeletal function. Highest ranking by *q*-value was mitotic nuclear division and chromosome segregation in BP as well as collagen-containing ECM and external encapsulating structure in CC. Three terms of MF had notably lower qvalues: calcium ion binding, ECM structural constituent and microtubule binding (Fig. 2e). However, the 114 enriched terms from the upregulated DEGs were in contrast mainly connected to synaptic transmission, synaptic membranes, and ion channels. 

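Lists of genes of the synapse and of ion channels were called higher in KOVeh. Of 47 postsynaptic scaffolds and glutamate receptors, 11 were higher and 36 did not pass edgeR's quasi-likelihood test (18 higher when adjusted over the list alone). Dlgap1, which binds SHANK and PSD-95 proteins, had a log2 fold change of 0.46 (standard error 0.06, adjusted p = 0.00174 from the same test). Lrrtm2, an adhesion protein, and Homer2, a scaffold, had 0.42 and 0.61. Of 50 voltage-gated channels, 11 were higher and 39 did not pass (20 higher when adjusted over the list alone), among them Scn1a, a sodium channel, with 0.55 (standard error 0.09) and Kcnd2, a potassium channel, with 0.41 (standard error 0.07). Of 42 genes of the presynaptic vesicle cycle, 5 were higher (8 when adjusted over the list alone). Sv2b, a vesicle protein, was at 235 ± 73.2 CPM in WTVeh and 377 ± 114 CPM in KOVeh (SD, n = 4), with a log2 fold change of 0.69 (standard error 0.10, adjusted p = 0.00250 from the same test). Of 19 genes of GABA signalling, 3 were higher (10 when adjusted over the list alone), with Gabbr2 at 0.40. By camera with the preset correlation, the 4 lists were higher, with medians of 0.32, 0.38, 0.25 and 0.36 in this order. With an estimated correlation, their adjusted p was 0.0455, 0.0153, 0.0455 and 0.00259. Markers of neurons were higher too, with a median of 0.28 over 13 genes (camera adjusted p = 1.9e-05, and 0.0676 with an estimated correlation), of which 2 passed, Map2 and Snap25 (7 when adjusted over the list alone). Without 1 library, the largest adjusted p from edgeR's quasi-likelihood test was 0.0149 for Scn1a (without WTVeh replicate 1) and 0.0130 for Sv2b (without KOVeh replicate 3), so that both calls were then lost.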

In BP, regulation of membrane potential and action potential were the highest-ranking terms. CC terms with lowest qvalues were synaptic membrane and postsynaptic membrane. Gated channel activity and ion channel activity were the top terms of MF (Fig. 2e).

Here, we focused on the novel aspects of Shank3-deficency like dysregulation in cell cycle and ECM related gene expression, thus selecting the downregulated DEGs for further exploration. To investigate the biological functions disturbed in Shank3∆11(−/−) hippocampal cells, we used “rrvgo” to reduce redundance in the list of downregulated GO terms without manual selection. By incorporating Wang semantic similarities, enriched GO terms were grouped and mapped to common parent terms of the gene ontology trees. This approach identified 27 parent terms. These included cell cycle related parent terms like mitotic sister chromatid segregation, spindle organization and midbody as well as ECM related parent terms like ECM structural constituent and collagen-containing ECM, and cytoskeleton-related parent terms e.g., microtubule binding and cytoskeletal motor activity (Supplementary Fig. S2a).

So far, CC, MF and BP have been processed in parallel. To disentangle redundance between the GOs we constructed a network of parent terms based on the proportion of shared DEGs, as measured by Jaccard similarity coefficient (JC) (Supplementary Fig. S2b), only allowing edges between parent terms of different GOs surpassing a JC threshold. Using community detection, we identified three main communities and four single parent terms not connected to any other (Fig. 2f, fully labeled: Supplementary Fig. S2c). Community one essentially represented ECM related parent terms like collagen-containing, ECM structural constituent, collagen metabolic process, banded collagen fibril, glycosaminoglycan binding, peptidase inhibitor activity, calcium ion binding, negative regulation of blood coagulation and MCM complex. Community two comprised parent terms associated mainly with the cytoskeleton like microtubule binding, focal adhesion, cell leading edge, endothelial development, cell cortex, spindle organization and contractile actin filament bundle. Parent terms linked to the cell cycle were gathered in the third community, specifically mitotic sister chromatid segregation, chromosome centromeric region, chromosome localization, spindle, midbody, cleavage furrow and cytoskeletal motor activity (Fig. 2g). The cytoskeleton and cell cycle communities appeared strongly connected through the parent terms spindle organization and microtubule binding.

We defined the most frequently shared genes between parent terms, with a logFC below −0.4, as key genes of the community. In the ECM community these key genes belong overwhelmingly to the Collagen family (Col1/2/5/16) and the Annexin family (Anxa2/5/6) but as well included Efemp1/2, Apoe and Tgfbr3. 

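Anxa2, a calcium-dependent membrane-binding protein, lies on chromosome 9 from 69453620 to 69491795 of GRCm38. Its level was 153 ± 30.5 CPM in WTVeh and 76.8 ± 33.8 CPM in KOVeh (SD, n = 4), a log2 fold change of -1.06 (standard error 0.14, adjusted p = 0.00165 from edgeR's quasi-likelihood test). Anxa5 and Anxa6 had -1.02 (standard error 0.16) and -0.37 (standard error 0.06). Of 9 annexins, these 3 were lower and 6 did not pass, such as Anxa3 at -1.28 (standard error 0.30); 7 were lower when adjusted over the list alone. Efemp1 and Efemp2, fibulins of elastic fibers, had log2 fold changes of -1.05 (standard error 0.21) and -0.80 (standard error 0.14). Apoe, the apolipoprotein that astrocytes secrete, had -0.65 (standard error 0.13), and Tgfbr3, a TGF-beta co-receptor, -0.57 (standard error 0.12). The adjusted p of these genes lay between 0.00293 and 0.00798 from the same test. Of 39 enzymes and inhibitors that process the ECM, 11 were lower and 0 higher (18 lower and 1 higher when adjusted over the list alone), among them Bmp1, a procollagen proteinase, with -0.50. As lists, annexins and ECM enzymes were lower by camera, with medians of -0.98 and -0.46; the adjusted p with an estimated correlation was 0.0455 and 0.101, which ends the call of the enzymes. Markers of meningeal and perivascular fibroblasts, with matrix genes left out of the list, had a median of -0.38 over 18 genes (camera adjusted p = 3.9e-05, and 0.138 with an estimated correlation). Of these, Ptgds, Foxc2 and Osr1 were lower (6 when adjusted over the list alone). The 15 astrocyte markers had a median of -0.22 and were not called as a list. Slc1a2, a glutamate transporter, was called higher at 0.54, and 0 were called lower (1 higher when adjusted over the list alone). Gfap, which was not called, differed by -0.23 in the pair labelled replicate 2 and by -1.17 to -0.77 in the other pairs. With 1 library left out, the largest adjusted p was 0.0154 for Anxa5 (without WTVeh replicate 1), 0.0271 for Efemp1 (without KOVeh replicate 4), 0.0356 for Apoe (without WTVeh replicate 1) and 0.0400 for Tgfbr3 (without WTVeh replicate 1) from edgeR's quasi-likelihood test.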

Key genes of the cytoskeleton community were Myh9, Ezr, Palld and Rhoa among others. Both communities shared Anxa2 as key gene. 

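Palld encodes palladin, a scaffold of actin bundles, on chromosome 8 from 61511433 to 61902690 of GRCm38. It was at 127 ± 79.6 CPM in WTVeh and at 42.9 ± 29.7 CPM in KOVeh (SD, n = 4), with a log2 fold change of -1.69 (standard error 0.31, adjusted p = 0.00455 from edgeR's quasi-likelihood test). Myh9, a non-muscle myosin, had -0.75 (standard error 0.14), Ezr, which links actin to the membrane, -0.82 (standard error 0.17), and Rhoa, a GTPase that controls stress fibers, -0.30 (standard error 0.06). Their adjusted p was 0.00569, 0.00818 and 0.00849 from the same test. Of 40 genes of the actin cytoskeleton, 14 were lower, 0 were higher and 26 did not pass (25 lower when adjusted over the list alone). Of 39 genes of integrins and focal adhesion, 8 were lower and 0 higher (14 lower when adjusted over the list alone), such as Tln1, talin, at -0.64. The lists were lower by camera, with medians of -0.70 and -0.43, and the adjusted p was 0.0958 and 0.231 with an estimated correlation, which ends both calls. Tubulins and neuronal microtubule proteins went both ways. Of 23 genes, Tuba1c, Tppp and Map2 were higher and Tubb6 was lower at -0.62 (4 higher and 2 lower when adjusted over the list alone), and the list, with a median of 0.06, was not called. In the pair labelled replicate 2, the mean difference was -0.11 over the actin list and 0.04 over the adhesion list, and Palld differed by -0.40. In pairs 1, 3 and 4, the actin list differed by -1.02 to -0.91, and Palld by -1.84, -2.12 and -2.28. With 1 library left out, the largest adjusted p was 0.0220 for Palld (without KOVeh replicate 4), 0.0255 for Myh9 (without KOVeh replicate 4), 0.0375 for Ezr (without WTVeh replicate 1) and 0.0456 for Rhoa (without WTVeh replicate 1) from edgeR's quasi-likelihood test.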

Genes involved in cell cycle regulation like Plk1 and members of the Kif family (Kif4/20a/22/23/18b) were found to be key genes in the third, cell cycle, community (Fig. 2h).

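Plk1, a kinase that drives entry into and progress through mitosis, was lower in KOVeh with a log2 fold change of -1.19 (standard error 0.17, adjusted p = 0.00207 from edgeR's quasi-likelihood test). Among the kinesins, Kif18b, which shortens spindle microtubules, had -1.19 (standard error 0.14, adjusted p = 0.00108 from the same test), and Kif4, a motor on chromosome arms, -0.87 (standard error 0.12). Kif23, a motor of the midbody, had -1.04 (standard error 0.18). Kif22 did not pass, with -0.47 (standard error 0.11, adjusted p = 0.0129 from the same test). Of 22 cyclins, kinases and inhibitors of the G1 phase, 6 were lower and 0 higher (7 lower when adjusted over the list alone). They included drivers of the cycle, such as Ccnd3, a D cyclin, at -0.67 and Cdk4 at -0.30, and the inhibitor Cdkn2b at -0.82. The list was lower by camera with a median of -0.42, and its adjusted p with an estimated correlation was 0.101. Of 12 markers of neural progenitors, the intermediate filament genes Nes and Vim were lower at -1.36 and -1.51, and the list, with a median of -0.09, was not called (3 lower when adjusted over the list alone). Without 1 library, the largest adjusted p was 0.0114 for Plk1 (without WTVeh replicate 1), 0.0114 for Kif4 (without WTVeh replicate 1) and 0.0195 for Kif23 (without WTVeh replicate 1) from edgeR's quasi-likelihood test.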

To assess if these changes are specific for the Shank3∆11(−/−) mutation and the hippocampus and are Shank3 gene dosage dependent, we compared the DEGs with DEGs of published transcriptomic data sets from different brain regions of Shank3 KO mice lacking the Exons 14–16 (Yoo et al.) [41] and Shank3 overexpressing transgenic mice (Shank3TG) (Jin et al.) [64, 65] (Supplementary Fig. S2d–i). Shank3 was a DEG in all data sets. Only 1–5 DEGs overlapped with the Shank3 KO Exons 14–16 data sets (Supplementary Fig. S2g–i). The most DEGs were shared with the Shank3 TG data set of the medial prefrontal cortex (mPFC). Notably, in the Shank3 TG mPFC data set, the ECM associated DEGs Col1a1, Igfbp2 and Lama5 were overexpressed, in contrast to the Shank3∆11(−/−) data set (Supplementary Fig. S2d).

To summarize, here we were able to identify the disruption of three transcriptional programs in Shank3∆11(−/−) cells, representing three interconnected domains of cellular functions: The ECM, cytoskeleton, and cell cycle.

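The ECM glycoprotein, actin and mitosis lists were lower in KOVeh in 4 of 4 pairs of libraries, while genes of perineuronal nets were higher in 4 of 4 and tubulins in 3 of 4. Camera with an estimated correlation gave an adjusted p of 0.0676, 0.0958, 0.0455, 0.101 and 0.610 in this order, so that of these lists mitosis alone kept its call, and 0 of 9 genes of perineuronal nets passed (0 when adjusted over the list alone). The fit treats the Veh and Li libraries of a culture as separate, which is too lenient between genotypes. Lists were not tested between genotypes with culture terms. Fkbp10, which folds collagen, fell by 0.61 on the log2 scale, Lima1, which stabilises actin, fell by 0.81, and Rrm2, which makes deoxyribonucleotides, fell by 0.75. Their adjusted p was 0.00377, 0.00291 and 0.00291 from edgeR's quasi-likelihood test. The mean difference in the pair labelled replicate 2 was the nearest to 0 for each pathway list called lower but the chemokines. Control genes of the cytoplasmic ribosome had a median of -0.09 over 38 genes and were not called as a list, and 0 of them passed the test (0 when adjusted over the list alone). From the GO terms enriched among the downregulated DEGs, grouped by shared genes into communities, the paper concludes that 3 transcriptional programs, the ECM, the cytoskeleton and the cell cycle, are disrupted in Shank3∆11(−/−) cells and are interconnected.

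**Figure D2:**
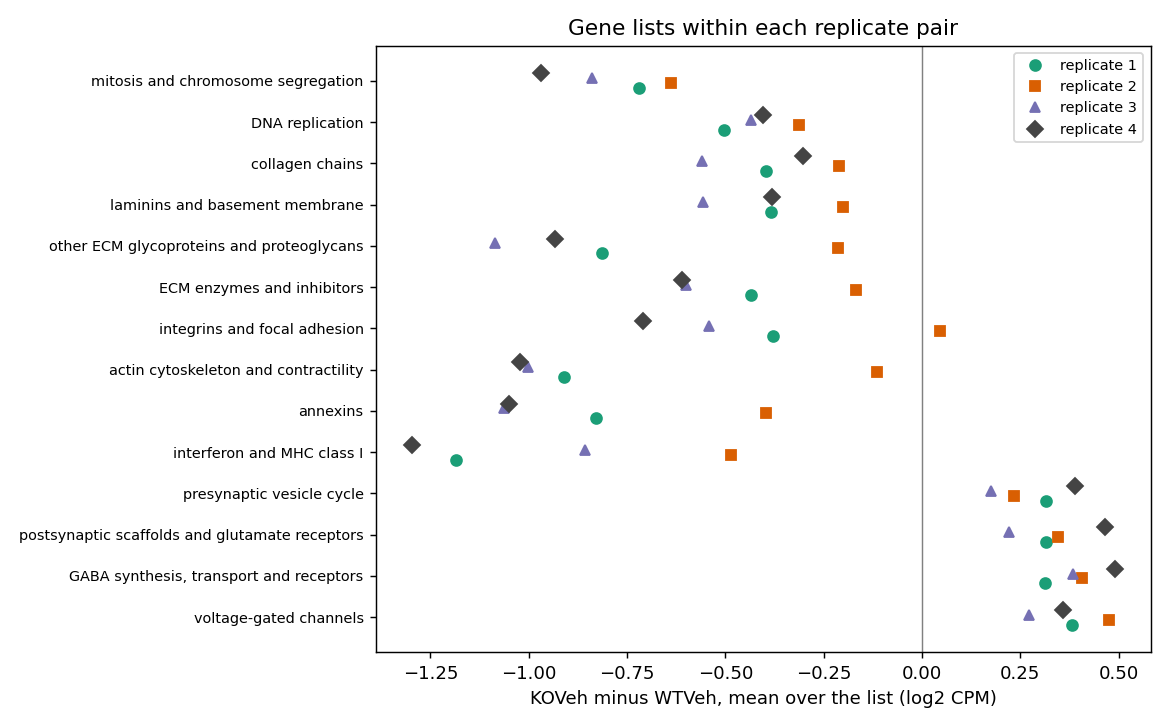
Mean log2 difference between KOVeh and WTVeh over the genes of a list (horizontal axis) for the 4 pairs of libraries of the same replicate (symbols), for a selection of the lists (vertical axis). The mitosis list lies between -0.97 and -0.64 in all 4 pairs, and the actin list is at -0.11 in the pair labelled replicate 2.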

### In vivo alterations of ECM proteins in the hippocampi of Shank3∆11(−/−) mice

Several genes from the collagen family were found to be expressed in Shank3∆11(−/−) and WT cell cultures, and most were expressed lower in comparison to Shank3∆11(−/−). While Col1a1, Col1a2, Col2a1, Col5a1, Col5a3, Col6a1, Col6a2 and Col16a1 were significantly under-expressed, Col25a1 was significantly overexpressed. 

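Col1a1, a chain of type I collagen, lies on chromosome 11 from 94936224 to 94953042 of GRCm38. It was at 270 ± 90.6 CPM in WTVeh and at 141 ± 54.1 CPM in KOVeh (SD, n = 4), a log2 fold change of -0.95 (standard error 0.14, adjusted p = 0.00232 from edgeR's quasi-likelihood test). The other chain of type I collagen, Col1a2, had -0.62 (standard error 0.12). Col5a1 and Col5a3 of type V had -0.58 (standard error 0.12) and -1.29 (standard error 0.22), Col6a2 -0.53 (standard error 0.08) and Col16a1 -0.43 (standard error 0.07). The cartilage collagen Col2a1 had -1.64 (standard error 0.32), at 2.05 ± 0.867 and 0.657 ± 0.354 CPM (SD, n = 4). Their adjusted p lay between 0.00293 and 0.00635 from the same test. Col6a1 did not pass, with -0.34 (standard error 0.08, adjusted p = 0.0123 from the same test). Col25a1, a transmembrane collagen of neurons, was higher at 0.44 (standard error 0.07, adjusted p = 0.00346 from the same test). Of the vessel collagens, Col4a1 and Col4a2 had -0.53 and -0.50 and did not pass (adjusted p = 0.0323 and 0.0259 from the same test). Of 42 collagen chains, 7 were lower, 1 was higher and 34 did not pass (10 lower and 1 higher when adjusted over the list alone). The list was lower by camera with a median of -0.39 (adjusted p = 3.0e-05, and 0.0455 with an estimated correlation). The paper names chains of this list from these samples, so that the list is not independent of them. Without all genes that the paper's text names, the median was -0.23 and the adjusted p 0.0545, which ends the call. Without 1 library, the largest adjusted p was 0.0131 for Col1a1 (without KOVeh replicate 3), 0.0216 for Col1a2 (without KOVeh replicate 4), 0.0241 for Col2a1 (without KOVeh replicate 3), 0.0311 for Col5a1 (without WTVeh replicate 1) and 0.0170 for Col25a1 (without WTVeh replicate 1) from edgeR's quasi-likelihood test.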

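Map2, the microtubule-associated protein of dendrites, had a mean of 9.95 log2 CPM over all 16 libraries. The mean was 7.60 for Col1a1, 8.28 for Col1a2, 5.25 for Col25a1 and 0.19 for Col2a1. Map2 was higher in KOVeh, at 1131 ± 140 CPM against 883 ± 119 CPM in WTVeh (SD, n = 4). Its log2 fold change was 0.36 (standard error 0.07, adjusted p = 0.00731 from edgeR's quasi-likelihood test), and the largest adjusted p without 1 library was 0.0317 for Map2 (without WTVeh replicate 1).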

For relation, across all samples AveExpr of Map2 was similar to most collagens, though Col2a1 had a notably lower AveExpr than Map2 and other collagens (Fig. 3a). To find predicted physical interaction partners of collagens proteins among all downregulated DEGs, we built a STRING Protein-Protein-Interaction (PPI) network from all downregulated DEGs and extracted one isolated community of 14 ECM-related proteins in addition to COL6A1 and COL6A2 forming another isolated cluster. COL1 and COL2a1 were predicted to connect to LAMA5, LAMA2 and LAMB2 via COL5a1. 

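Lama5, a laminin chain of basement membranes, lies on chromosome 2 from 180176373 to 180225859 of GRCm38. It was at 52.6 ± 36.4 CPM in WTVeh and at 21.8 ± 13.1 CPM in KOVeh (SD, n = 4), a log2 fold change of -1.32 (standard error 0.23, adjusted p = 0.00372 from edgeR's quasi-likelihood test). Lamb2 fell from 148 ± 61.6 to 65.8 ± 27.6 CPM (SD, n = 4), with -1.16 (standard error 0.18, adjusted p = 0.00291 from the same test), and Lama2 had -0.53 (standard error 0.11, adjusted p = 0.00853 from the same test). Of 15 components of the basement membrane, these and Hspg2, the heparan sulfate proteoglycan perlecan, at -0.97, were lower, 0 were higher and 11 did not pass (7 lower when adjusted over the list alone). The list was lower by camera with a median of -0.35, and its adjusted p with an estimated correlation was 0.101. Markers of endothelial cells, with a median of -0.11 over 8 genes, and of pericytes and smooth muscle cells, with -0.41 over 8 genes, were not called as lists, and 0 of their genes passed (1 endothelial and 0 mural lower when adjusted over the list alone). Leaving out 1 library gave a largest adjusted p of 0.0187 for Lama5 (without KOVeh replicate 4), 0.0138 for Lamb2 (without WTVeh replicate 1) and 0.0349 for Lama2 (without WTVeh replicate 1) from edgeR's quasi-likelihood test.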

Interestingly, while IGFBP2-derived peptides were reported to rescue defects in a Shank3-deficent mouse model [66], IGFBP2 was part of the network too (Fig. 3b).

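Igfbp2, a secreted protein that binds insulin-like growth factors, lies on chromosome 1 from 72824503 to 72852474 of GRCm38. It was at 974 ± 454 CPM in WTVeh and at 455 ± 286 CPM in KOVeh (SD, n = 4). This is a log2 fold change of -1.25 (standard error 0.23, adjusted p = 0.00455 from edgeR's quasi-likelihood test), and Igfbp2 was lower in KOVeh in 4 of 4 pairs of libraries. Without 1 library, the largest adjusted p from this test was 0.0230 for Igfbp2 (without WTVeh replicate 1).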

**Fig. 3:**
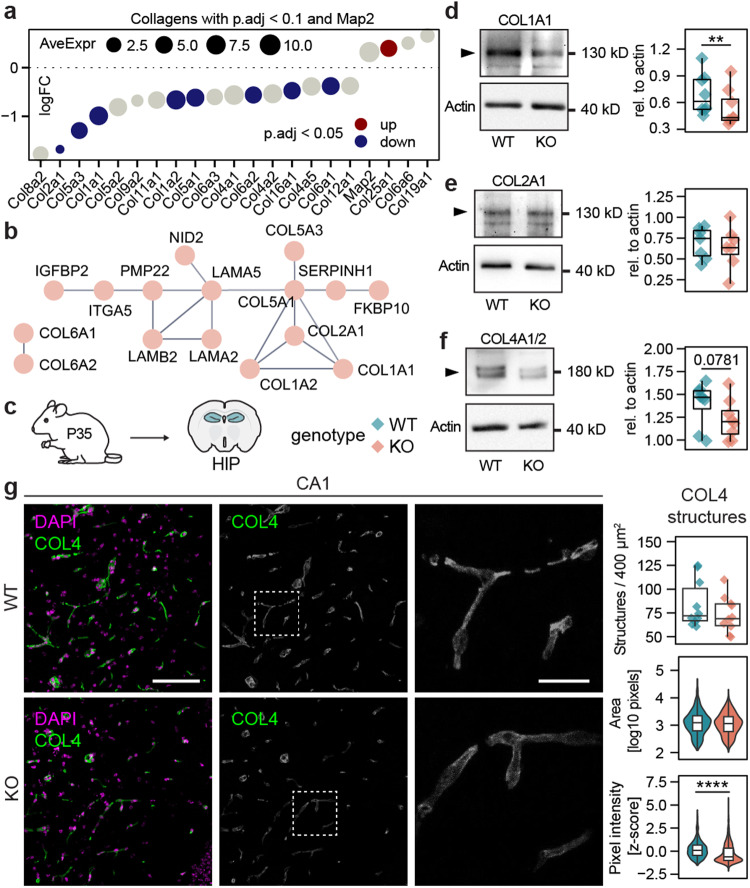
In vivo alterations of ECM proteins in the hippocampi of Shank3∆11(−/−) mice. **a** Collagens expressed in the cell cultures with p.adj < 0.1 and Map2. **b** Networks connecting collagens and other ECM related proteins, isolated from the STRING PPI network of all downregulated DEGs. **c** Pictogram of the tissue origin and genotype legend for **d**–**g**. Hippocampi of P35 Shank3∆11(−/−) and WT animals were used for protein isolation and subsequent WB analysis or coronary sectioned for IHC. **d** WB of COL1A1 and amounts relative (rel.) to actin (Z = 0, p** = 0.00781, *n* = 8 animals per genotype, paired wilcox rank test). **e** WB of COL2A1 and amounts rel. to actin (*t* = −1.015094369, df = 6, *p* = 0.349, *n* = 7 animals per genotype, paired two-sided t-test). **f** WB of COL4A1/2 and amounts rel. to actin (*Z* = 5, *p* = 0.0781, *n* = 8 animals per genotype, paired two-sided wilcox rank test). **g** Representative images from the CA1 hippocampal region stained for DAPI and COL4, and the analysis of the COL4 structures (number of structures: *Z* = 39, *p* = 0.427, *n* = 10 ROIs from 5 animals per genotype, paired two-sided wilcox rank test; area: *Z* = 294277, *p* = 0.131, *n* = 840(WT)/733(KO) structures from 5 animals per genotype, paired two-sided wilcox rank test; pixel intensity: *Z* = 209273, p**** < 0.0001, *n* = 840(WT)/733(KO) structures from 5 animals per genotype, paired two-sided wilcox rank test), scale bar = 100 µm, scale bar zoom = 25 µm.

Since findings from cell cultures will not certainly translate into in vivo models and RNA transcript abundance does not necessarily reflect protein amounts, we examined the hippocampi from 35 postnatal days old (P35) WT and Shank3∆11(−/−) mice to confirm alterations in collagen expression (Fig. 3c). P35 mice are considered to reflect human adolescence [67] and at this age Shank3∆11(−/−) mice exhibit ASD associated stereotypical and repetitive behavior, as well as affective symptoms like avoidance and anxiety [68]. In addition Shank3∆11(−/−) mice present a deficient synaptic phenotype including altered synaptic protein composition [63] and ultra structural changes of the post synaptic density [53] Western blot (WB) analysis showed that in Shank3∆11(−/−) COL1a1 was significantly less abundant, and COL4a1/2 was reduced in comparison to WT. COL2a1 was unchanged (Fig. 3d–f). Likewise, the overexpressed transcripts of Col25a1 did not translate into increased protein amounts of COL25a1 (Supplementary Fig. S3a).

Vascular function and neuronal activity are closely connected, therefore alterations in COL4, a main component of the base membrane of blood vessels, is of particular interest. COL4 fluorescence staining of hippocampal slices of P35 mice resembled vessel-like structures, which showed reduced COL4 signal intensity in Shank3∆11(−/−), while the signal areas and number of structures did not differ between genotypes (Fig. 3g).

In conclusion, we found several collagens downregulated in Shank3∆11(−/−) hippocampal cell cultures as well as COL1 and COL4 reduced in the hippocampi of Shank3∆11(−/−) mice.

### In vivo alterations of cell cycle proteins in the hippocampi of Shank3∆11(−/−) mice

In the PPI network described above cell cycle associated genes formed a separate cluster including Plk1 and Kif20a (Fig. 4a), a kinase and kinesin involved in microtubule associated processes during cell cycle [69, 70]. 

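Plk1 lies on chromosome 7 from 122159439 to 122169873 of GRCm38. Its level was 8.52 ± 2.14 CPM in WTVeh and 3.70 ± 0.733 CPM in KOVeh (SD, n = 4). By pair of libraries, the log2 difference was -0.89, -1.20 and -1.52 in replicates 1, 3 and 4 and -1.08 in the pair labelled replicate 2. Kif20a, on chromosome 18 from 34624624 to 34633265, was at 10.4 ± 1.70 CPM in WTVeh and 5.97 ± 1.41 CPM in KOVeh (SD, n = 4). Its log2 fold change was -0.81 (standard error 0.16, adjusted p = 0.00619 from edgeR's quasi-likelihood test), with -0.40, -1.17 and -1.04 in replicates 1, 3 and 4 and -0.67 in the pair labelled replicate 2. Plk2, a related kinase that acts in neurons, had a log2 fold change of 0.17 (standard error 0.07) and did not pass the test. Without 1 library, the largest adjusted p was 0.0282 for Kif20a (without KOVeh replicate 4) from the same test.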

Downregulated cell cycle genes suggest differences in cell numbers between genotypes, therefore we used common markers to label astrocytes (GFAP), microglia (IBA1), neurons (MAP2), oligodendrocytes (OLIG2), and all cell nuclei (DAPI) in the DIV14 cell cultures. As expected for post-mitotic neurons but surprisingly for the other cell types, the ratio between number of respective marker positive cells and all cell nuclei in the cultures did not depend on the genotype, indicating no effect of the downregulated genes on cell division rate after seeding at DIV0 (Fig. 4b). The total number of DAPI positive cells was not reduced in Shank3∆11(−/−) compared to WT either (Fig. 4c).

**Fig. 4:**
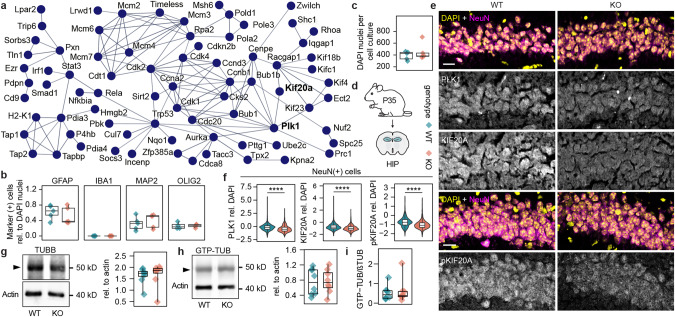
In vivo alterations of cell cycle proteins in the hippocampi of Shank3∆11(−/−) mice. **a** Network connecting cell cycle related proteins, isolated from the STRING PPI network of all downregulated DEGs. PLK1 and KIF20A are labeled bold. **b** Ratios of marker positive cells to DAPI nuclei (GFAP: *t* = −0.743700079, df = 7.687872835, *p* = 0.479, *n* = 5 cell cultures per genotype, two-tailed t-test; IBA1: *Z* = 13, *p* = 1, *n* = 5 cell cultures per genotype, two-tailed wilcox rank test; MAP2: *t* = 0.672397714, df = 7.973620187, *p* = 0.52, *n* = 5 cell cultures per genotype, two-tailed t-test; OLIG2: *t* = 0.028751815, df = 4.643111315, *p* = 0.978, *n* = 5 cell cultures per genotype, two-tailed t-test). **c** DAPI nuclei per cell culture (*Z* = 14, *p* = 0.841, *n* = 5 cell cultures per genotype, two-tailed wilcox rank test). **d** Pictogram of the tissue origin and genotype legend for **b**, **c**, **f**–**i**. Hippocampi of P35 Shank3∆11(−/−) and WT animals were used for protein isolation and subsequent WB analysis or coronary sectioned for IHC. **e** Representative images from the CA1 hippocampal region stained for DAPI, NeuN and PLK1/KIF20A/pKIF20A, scale bar = 20 µm. **f** PLK1, KIF20A and pKIF20A log2 of signal intensity rel. to DAPI signal in single cells (PLK1: Z = 448875, p**** < 0.0001, *n* = 1092(WT)/1196(KO) from 5 animals per genotype, two-tailed wilcox rank test; KIF20A: *Z* = 464471, p**** < 0.0001, *n* = 1092 (KO)/1196(KO) from 5 animals per genotype, two-tailed wilcox rank test); pKIF20A: *Z* = 557197, p**** < 0.0001, *n* = 1308(KO)/1342(KO) from 5 animals per genotype, two-tailed wilcox rank test. **g** WB of TUBB and amounts rel. to actin (*Z* = 20, *p* = 0.844, *n* = 8 animals per genotype, paired two-sided wilcox rank test). **h** WB of GTP-TUB and amounts rel. to actin (*t* = 0.47115966, df = 7, *p* = 0.652, *n* = 8 animals per genotype, paired two-sided t-test). **i** Ratios between GTP-TUB to TUBB values of the same animals. (*Z* = 0, *p* = 0.00781, *n* = 8 animals per genotype, paired two-sided wilcox rank test).

Again, we investigated the hippocampi of P35 mice from both genotypes to confirm results in vivo (Fig. 4d). We analyzed the PLK1, KIF20A and phospho-KIF20A (pKIF20A) fluorescence signals in the soma area of neurons relative to the cells’ DAPI signal in the CA1 region of hippocampal sections (Fig. 4e) and showed significant reduction in signal intensity for these proteins (Fig. 4f) translating the respective gene expression reduction into the in vivo protein amounts.

The dynamic instability of microtubes arises from a cycle of polymerization of GTP-bound beta-tubulin (TUBB) and alpha-tubulin monomers and the hydrolysation of TUBB-bound GTP to GDP. While GTP-TUBB monomers tend to polymerize, GDP-TUBB exhibit increased instability [71]. Inhibition of PLK1 can influence the dynamic instability of microtubules [72]. To assess microtubule turnover, we performed WB analysis of TUBB and GTP-TUB and found no difference in protein amounts (Fig. 4g, h) as well as GTP-TUB/TUBB ratio between genotypes (Fig. 4i), indicating unchanged tubulin dynamics.

These results suggest a downregulation of core cell cycle genes in Shank3∆11(−/−) with no effect on cell numbers and tubulin dynamics, therefore likely having no effect on cell division either.

### Li has rescue-like effect on disrupted transcriptional programs in Shank3∆11(−/−)

Li is a potential drug candidate for the management of Shank3-deficiency [46, 47]. Here, we tested if the transcriptional programs disrupted in Shank3∆11(−/−) can be rescued by Li, by comparing the contrasts KOVeh versus WTVeh (genotype) and KOLi versus KOVeh (treatment) (Fig. 5a). 

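Li, given at 0.1 mmol/l, moved no single gene past the thresholds in KO or in WT cultures. Between KOLi and KOVeh, edgeR's quasi-likelihood test called 0 of 14783 genes, and 225 had an unadjusted p under 0.05, where 739 are to be met by chance. Limma-voom and DESeq2 called 0 as well. The smallest p-values included that of Dusp13, a phosphatase, with a log2 fold change of -0.98 (standard error 0.24, unadjusted p = 0.00131 and adjusted p = 1.00 from the same test), and that of Kntc1, a kinetochore protein, with 0.52 (standard error 0.14). Between WTLi and WTVeh, the test called 0 genes too, 217 had an unadjusted p under 0.05, and the smallest included Aspm, a spindle protein, with 0.47 (standard error 0.12). The difference between the genotypes in the Li change was called in 0 genes, with 112 at an unadjusted p under 0.05. Since the batch term leaves the shared deviations of a culture in the spread, a fit with each culture as a block was added after seeing the data. It called 0 genes in KO and 0 in WT, with 966 and 1449 at an unadjusted p under 0.05.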

No DEGs were detected for the treatment contrast (Supplementary Fig. S4a), therefore we utilized Ensemble of Gene Set Enrichment Analysis (EGSEA) [73] to perform gene set enrichment analysis (GSEA) on complete ranked gene lists for both contrasts. (Fig. 5b). Gene sets (GSs) from BP, MF, CC and Regulatory (REG) GOs were included. This resulted in 100 enriched GSs for the treatment contrast, of which 98 overlapped with 1674 enriched GSs of the genotype contrast (Fig. 5c). 

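Single genes of the lists did not pass the test under Li, and the calls of whole lists depended on the correlation taken between genes. Of the 25 pathway lists, 12 were called higher and 4 lower in KOLi than in KOVeh by camera with the preset correlation, over all 38 lists at an adjusted p under 0.05. With an estimated correlation, 0 were called, and the rotation test fry called 0. Higher were the lists of mitosis, with a median of 0.18, DNA replication, collagens, ECM glycoproteins, ECM enzymes, focal adhesion, actin, annexins, TGF-beta targets, NF-kappaB targets, interferon response and platelet granules, each of which was lower in KOVeh than in WTVeh with the preset correlation. With an estimated one, the genotype calls of mitosis, DNA replication, collagens and annexins held and those of the other 8 lists were lost (adjusted p from 0.0531 to 0.231). Lower were presynaptic, postsynaptic, channel and immediate-early genes. Of the cell types, the markers of astrocytes, mural cells and meningeal and perivascular fibroblasts were called higher, with medians of 0.14, 0.12 and 0.13, and those of neurons lower, with -0.10. These calls were lost with an estimated correlation (adjusted p = 0.365 for each of the 3 and 0.260 for neurons). With the preset one, that of astrocytes was lost without the library labelled KOLi replicate 2 (adjusted p = 0.168), KOVeh replicate 3 (adjusted p = 0.0978), KOVeh replicate 4 (adjusted p = 0.123) and KOLi replicate 4 (adjusted p = 0.241), that of fibroblasts without KOVeh replicate 1 (adjusted p = 0.0847), KOLi replicate 1 (adjusted p = 0.183), the library labelled KOLi replicate 2 (adjusted p = 0.168), KOVeh replicate 3 (adjusted p = 0.0626) and KOVeh replicate 4 (adjusted p = 0.212), and that of mural cells without KOLi replicate 1 (adjusted p = 0.0523), the library labelled KOLi replicate 2 (adjusted p = 0.537), KOVeh replicate 3, where the median was -0.01 (adjusted p = 0.703) and KOVeh replicate 4 (adjusted p = 0.113). In edgeR's quasi-likelihood test, 0 genes of any list were called, also when adjusted over the list alone. In WT, 7 pathway lists were called higher and 6 lower between WTLi and WTVeh with the preset correlation, and 0 with an estimated one. Mitosis had a median of 0.22 there. Over the 813 genes called between KOVeh and WTVeh, 92.6% had a Li change of the opposite sign. Over all tested genes it was 68.2%. Both comparisons hold the KOVeh libraries. In simulated data without a Li effect, in which genes were called anew, the share was 64.7% of the called and 55.5% of the tested genes with the spread of a fit with culture blocks. It was 65.1% and 57.3% with that of the fit with the replicate block. Genes vary independently in the simulated data but together in the real data, so that these shares do not decide whether Li had an effect. The count of lists called higher was 7 without the library labelled KOLi replicate 2 and 7 without KOVeh replicate 4. Without the genes that the paper's text names, the annexins and collagens lost their call, and of all 20 lists called, cell types included, 5 lost it without a low-count filter, 5 in sequencing batch 1 alone and 5 by limma-voom without TMM factors, which was chosen after seeing the data. The count of lists called lower was 2 without KOVeh replicate 4.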

Most of the overlapping GSs (*n* = 78) were downregulated in the genotype contrast and upregulated in the treatment contrast, indicating a rescue-like effect of Li on these GSs (Fig. 5d).

**Fig. 5:**
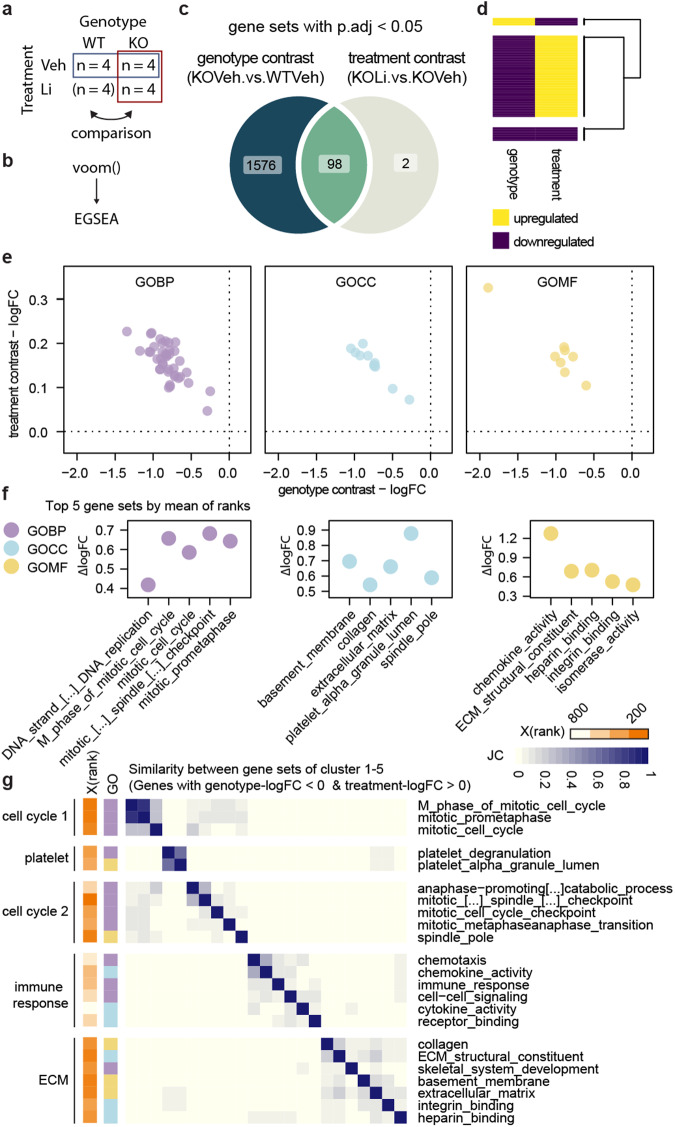
Lithium has rescue-like effect on disrupted transcriptional programs in Shank3∆11(−/−). **a** Cross table overview, the genotype contras (blue box), and the treatment contrast (red box) were compared. **b** R pipeline. **c** Venn diagram depicting the number of GSs enriched in both contrasts and uniquely in genotype or treatment contrast. **d** Hierarchical clustering of the overlapping GSs by the contrast based on the direction of regulation (up = 1, down = 0). **e** LogFC values of the overlapping GSs for the genotype and treatment contrast, separated by GO. **f** Difference of logFC between genotype and treatment contrast for the top 5 GSs by mean rank. Colors correspond to GO in **f** and **g**. **g** Clusters 1–5 of hierarchical clustering of shared GS based on inter-GS JC including only genes with logFC < 0 for genotype and >0 for treatment contrast. Orange gradient corresponds to mean rank of the GS.

Here, we selected those inversely regulated GSs to be further investigated. REG GSs were processed in parallel; the results are shown in Fig. 5a, b. 

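The Li changes were smaller than the genotype changes, which also hold differences between cultures, since Li was compared within a culture. Over the 813 genes called between KOVeh and WTVeh, the median absolute change was 0.565 on the log2 scale between the genotypes, 0.106 under Li in KO and 0.0889 under Li in WT. These genes were chosen for their genotype change, and over all tested genes the values were 0.174, 0.0642 and 0.0752 in this order. Between the genotypes under Li (KOLi and WTLi), the median was 0.521 over the 813 genes and 0.187 over all tested genes. Among the lists, the median under Li in KO was 0.12 for DNA replication and 0.11 for ECM enzymes, against -0.42 and -0.46 between the genotypes. It was 0.07 for focal adhesion and 0.20 for annexins, against -0.43 and -0.98. With an estimated correlation, the adjusted p of these 4 lists under Li was 0.260, 0.361, 0.483 and 0.260. With the preset one, the annexins lost their call without the library labelled KOLi replicate 2 (adjusted p = 0.0674) and without KOVeh replicate 4 (adjusted p = 0.121). Focal adhesion lost it without the same libraries (adjusted p = 0.923 and 0.790), as did the ECM enzymes (adjusted p = 0.168 and 0.116).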

Comparing the average logFC of this subset of GSs across contrasts and GOs revealed greater changes between genotypes than treatment groups, suggesting a partial reversal of the genotype-attributed downregulation by Li (Fig. 5e).

To find the most important GSs of the subset, we calculated the mean of both contrast ranks among all initially enriched GSs. Intriguingly, the top 5 GSs for BP, CC, and MF, respectively included mostly GSs related to cell cycle and ECM, matching the cellular functions we found to be predominantly affected by Shank3-deficency (Fig. 5f).

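The mitosis list was higher under Li in 3 of 4 KO cultures and 3 of 4 WT cultures. Cdc20 had a log2 fold change of 0.31 (standard error 0.11) in KO, and Cenpe, a kinetochore motor, had 0.44 (unadjusted p = 0.00626 from edgeR's quasi-likelihood test), so that no gene of the list passed after adjustment. By camera with the preset correlation, the list had an adjusted p of 6.7e-15, and 0.260 with an estimated correlation. ECM glycoproteins had a median of 0.18 and were higher in 4 of 4 KO cultures and 3 of 4 WT cultures (camera adjusted p = 2.3e-08, and 0.260 with an estimated correlation). Aebp1 had 0.22 (standard error 0.10) and Ctgf 0.50 (standard error 0.28). Collagens had a median of 0.09 in KO, with an adjusted p of 0.0174, and 0.320 with an estimated correlation. Their call was lost without KOVeh replicate 1 (adjusted p = 0.0669), KOLi replicate 1 (adjusted p = 0.428), the library labelled KOLi replicate 2 (adjusted p = 0.0564) and KOVeh replicate 3 (adjusted p = 0.281). Actin genes had 0.16, with an adjusted p of 0.361 with an estimated correlation. A sign-flip test over the 8 cultures, exact and two-sided, gave p = 0.0312 for mitosis and p = 0.0391 for ECM glycoproteins, where 8 cultures allow 0.00781 at the least. This takes the cultures of an experiment as independent, and the 4 experiments alone cannot give a p under 0.05. Adjusted over the 38 lists, both were 0.124.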

To find meaningful clusters among all GSs of the subset, we calculated the proportion of shared genes between GSs, including only genes inversely expressed between contrasts (negative logFC in genotype contrast, positive logFC in treatment contrast) and performed hierarchical clustering. This yielded 6 clusters of which clusters 1 to 5 were smaller, included GSs representing apparent domains of cellular function, ranked higher, and showed higher proportions of shared genes, in comparison to cluster 6 (Supplementary Fig. S4b). 12 of the 15 top ranking GSs from Fig. 3f were found in cluster 1 to 5. In line with our previous findings, two clusters represented cell cycle processes, the largest cluster comprised GSs related to ECM components and functions. In addition, Li inversed two GSs of platelet function, which was previously found to be relevant in the ECM parent term community of Shank3∆11(−/−) cell culture. 

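Of 32 genes of platelet alpha granules, 5 were lower and 0 higher in KOVeh than in WTVeh (9 lower when adjusted over the list alone). Gas6, a ligand of TAM receptors, had a log2 fold change of -0.55 (standard error 0.06, adjusted p = 9.1e-04 from edgeR's quasi-likelihood test), and Pros1, protein S, -0.59 (standard error 0.11). Serping1, the C1 inhibitor, had -1.40 (standard error 0.22). As a list, it was lower by camera with a median of -0.54 (adjusted p = 3.5e-05, and 0.127 with an estimated correlation). Under Li in KO, Pros1 had 0.19 (standard error 0.11) and Serping1 0.43 (standard error 0.22), and no gene of the list passed. The list was called higher with a median of 0.09 (camera adjusted p = 0.0438, and 0.443 with an estimated correlation), and in 3 of 4 KO and 3 of 4 WT cultures. This call was lost without the library labelled KOLi replicate 2, where the median turned to -0.03 (adjusted p = 0.816), KOVeh replicate 3 (adjusted p = 0.178), KOLi replicate 3 (adjusted p = 0.0736) and KOVeh replicate 4 (adjusted p = 0.589). Without the replicate block, the adjusted p was 0.158. In the pair labelled replicate 2, the genotypes differed by 0.01 over the list.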

Though not detected before, transcriptional programs involved in immune response were found to be diverting (Fig. 5g). 

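Of 28 genes of the interferon response and MHC class I antigen presentation, 8 were lower and 0 higher in KOVeh than in WTVeh (13 lower when adjusted over the list alone). Cxcl10, a chemokine induced by interferon, had a log2 fold change of -1.82 (standard error 0.33, adjusted p = 0.00470 from edgeR's quasi-likelihood test). Tapbp, which loads peptides onto MHC class I, had -0.90 (standard error 0.14), and Irf1, a transcription factor, -0.74 (standard error 0.12). The list was lower by camera with a median of -0.93, and its adjusted p with an estimated correlation was 0.138. Under Li in KO, Cxcl10 had 0.71 (standard error 0.35) and Ifitm3, an antiviral membrane protein, 0.34 (standard error 0.20), and neither passed. The list was called higher with a median of 0.31 (camera adjusted p = 9.0e-09, and 0.361 with an estimated correlation). Its mean change was -0.24, 0.99 and 0.32 in replicates 1, 3 and 4 and 0.09 in the cultures labelled KO replicate 2. Without KOLi replicate 3, the call was lost (median 0.03, adjusted p = 0.342). In WT, the median was 0.27. Of 28 chemokines and cytokines, 3 were lower and 0 higher in KOVeh (3 lower and 1 higher when adjusted over the list alone), with Csf1, a growth factor of microglia, at -1.19. Under Li in KO, their median was 0.02 and they were not called as a list. Microglia markers had a median of -0.69 over 17 genes between KOVeh and WTVeh and of 0.05 under Li in KO, and were not called in either. In the fit with culture blocks, chosen after seeing the data, they were called lower under Li in KO (camera adjusted p = 0.00912, and 0.469 with an estimated correlation).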

Interestingly, no explicitly synaptic gene sets were rescued by Li (Supplementary Fig. S4b). 

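Synaptic lists had medians below 0 under Li, opposite to their genotype change, but their calls were lost with an estimated correlation. Between KOLi and KOVeh, the presynaptic list had a median of -0.08 (camera adjusted p = 8.6e-06, and 0.260 with an estimated correlation) and the postsynaptic list -0.04 (adjusted p = 0.00158, and 0.365 with an estimated correlation). Channels had -0.06, with 0.260 as adjusted p with an estimated correlation, and GABA genes -0.05, which were not called. In the fit with culture blocks, chosen after seeing the data, GABA genes were called lower (camera adjusted p = 0.0360, and 0.270 with an estimated correlation). Syp, a vesicle protein, had a log2 fold change of -0.11 (standard error 0.07), Dlgap3, a postsynaptic scaffold, -0.19 (standard error 0.08), and Grin1, the obligatory NMDA receptor subunit, -0.18 (standard error 0.09). None of them passed edgeR's quasi-likelihood test. The presynaptic list was lower under Li in 8 of 8 cultures of both genotypes, as was the GABA list (two-sided exact sign-flip test, p = 0.00781 for each, the smallest that 8 cultures allow, if the cultures of an experiment are independent). Adjusted over the 38 lists, this was 0.124. The postsynaptic call was lost without the library labelled KOLi replicate 2 (adjusted p = 0.156) and KOVeh replicate 4 (adjusted p = 0.570), and that of the channels without KOVeh replicate 4 (adjusted p = 0.113). Neuron markers had a median of -0.10 and were called lower, with 0.260 as adjusted p with an estimated correlation, and lost the call without the library labelled KOLi replicate 2 (adjusted p = 0.219) and KOVeh replicate 4 (adjusted p = 0.113).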

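None of Plk1, Col1a1, Col1a2 and Col4a3 passed edgeR's quasi-likelihood test under Li. In KO, Plk1 was at 5.06 ± 1.24 CPM with Li (SD, n = 4), a log2 fold change of 0.43 against Veh (standard error 0.17, unadjusted p = 0.0245 and adjusted p = 1.00 from this test). In WT, the change of Plk1 was 0.05 (standard error 0.16). Col1a1 had 0.14 (standard error 0.14) and Col1a2 0.10 (standard error 0.12) under Li in KO. Col4a3, a minor chain of basement membrane collagen, had 1.10 (standard error 0.57) in KO and 0.94 (standard error 0.49) in WT. Between KOVeh and WTVeh, it had -0.86 (standard error 0.57, adjusted p = 0.312 from this test) and did not pass. Col4a3 had a mean of -0.92 log2 CPM over all libraries.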

Among the top 10 most shared genes were PLK1 in the cell cycle clusters and COL1A1/2 and COL4A3 in the ECM cluster (Supplementary Fig. S4c).

In summary we found that ECM and cell cycle related GS clusters were disrupted in Shank3∆11(−/−) cells and were partially rescued by Li.

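The small Li changes ran on balance against the genotype changes, in 3 of 4 KO and 4 of 4 WT cultures. Of 590 genes called the same way between the genotypes under Veh and under Li, 90.3% had a Li change of the opposite sign in KO and 92.0% in WT, against 49.7% and 51.2% in the simulated data with genes called anew, where genes vary independently. Over all tested genes, it was 63.5% in KO and 67.9% in WT, against 49.8% and 50.2%. Gsn, which severs actin, had a log2 fold change of 0.24 (standard error 0.09) under Li in KO, Col16a1 0.20 (standard error 0.07) and Anxa2 0.30 (standard error 0.14), and none of them passed edgeR's quasi-likelihood test. Over all tested genes, the covariance of the genotype and the Li change was -0.0312. The shared KOVeh libraries gave -0.00996 in simulated data without a Li effect, with the spread of a fit with culture blocks, and -0.0201 with that of the fit with the replicate block. With KOVeh libraries of different replicate numbers in the 2 changes, it was -0.0240 on average. Taken per culture, with the genotype difference of the other replicates, the covariance was negative in 7 of 8 cultures and 0.0136 in KO replicate 1, and over the 4 experiments a two-sided exact sign-flip test gave p = 0.25, where they cannot give a p under 0.05. None of the 38 lists rose in all 4 KO cultures and fell in all 4 WT cultures, or the reverse. From gene sets that were lower between the genotypes and higher under Li, the paper concludes that clusters of ECM and cell cycle gene sets are disrupted in Shank3∆11(−/−) cells and partially rescued by Li.

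**Figure D3:**
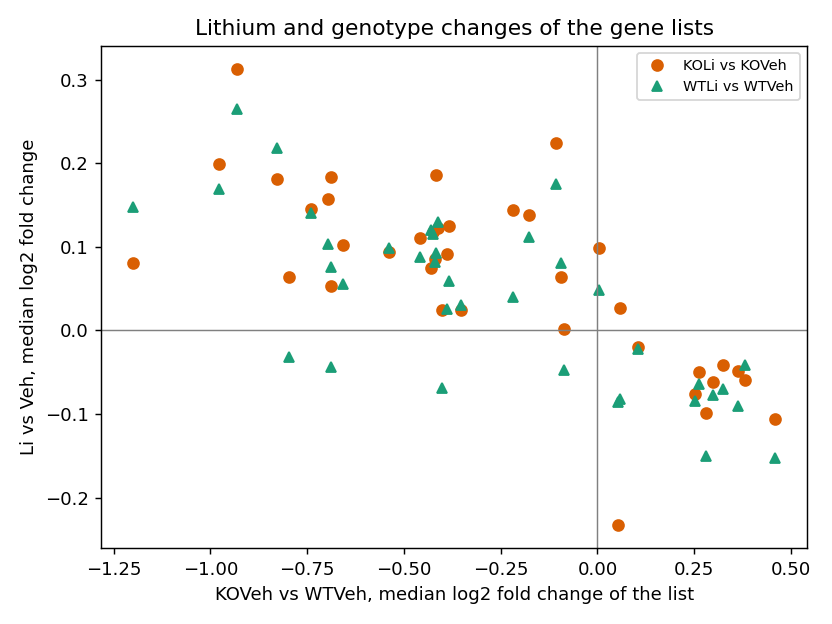
Median log2 fold change of each gene list between Li and Veh (vertical axis) against that between KOVeh and WTVeh (horizontal axis). Circles give the Li change in KO (KOLi against KOVeh) and triangles that in WT (WTLi against WTVeh). Both axes share the KOVeh libraries for the circles and the WTVeh libraries for the triangles. In KO, the mitosis list lies at -0.83 and 0.18, and the presynaptic list at 0.25 and -0.08.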

### Common transcriptional regulators link Li-rescued clusters

Next, we set out to find general targetable pathways connected to the rescued GS clusters. Therefore, we examined the REG GO GSs enriched in the previous step. These GSs contain genes whose regulation is attributed to certain regulatory elements like transcription factors (TFs) or miRNAs. Here we focused on TFs from the TFactS catalog. 

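The TFactS sets are not used here. Lists of target genes of some of the same factors stand in for them. Targets of TGF-beta and SMAD3 had a median log2 fold change of -0.66 between KOVeh and WTVeh, with 5 of 22 lower and 1 higher (11 and 1 when adjusted over the list alone), and of 0.10 between KOLi and KOVeh. Id1, a SMAD target, was lower at -0.93. Targets of NF-kappaB had -0.42 between the genotypes, with 5 of 20 lower and 0 higher (8 lower when adjusted over the list alone), and 0.19 under Li. Among them, Nfkbia, the inhibitor that NF-kappaB induces, was lower at -0.50 and Icam1, an adhesion molecule, at -0.89. Immediate-early and CREB targets had 0.05 between the genotypes, where 0 of 34 passed edgeR's quasi-likelihood test (0 when adjusted over the list alone), and -0.23 under Li, with Fosb at -0.97 (standard error 0.46) and Npas4 at -0.99 (standard error 0.49), which did not pass. Between the genotypes, the adjusted p by camera with an estimated correlation was 0.101 for TGF-beta and 0.0531 for NF-kappaB, which ends both calls. Under Li, it was 0.365 for TGF-beta, 0.260 for NF-kappaB and 0.361 for immediate-early genes, all of which were called with the preset correlation. These Li calls were lost without the library labelled KOLi replicate 2, where the median turned to -0.05 (adjusted p = 0.708), KOVeh replicate 3 (adjusted p = 0.157) and KOVeh replicate 4 (adjusted p = 0.313) for TGF-beta, without the library labelled KOVeh replicate 2 (adjusted p = 0.0541), the library labelled KOLi replicate 2 (adjusted p = 0.219), KOVeh replicate 4 (adjusted p = 0.0982) and KOLi replicate 4 (adjusted p = 0.0810) for NF-kappaB, and without KOVeh replicate 1 (adjusted p = 0.0811) for immediate-early genes.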

Comparing the average logFC of REG GSs between contrasts, made clear that they were downregulated to a greater extent between genotypes than upregulated between treatment groups (Fig. 6a) suggesting a partial rescue by Li as well. Intriguingly, β-Catenin (CTNNB1), that can be stabilized by Li [74], was found to be a TF GS downregulated between genotypes and upregulated between treatment groups, indicating a role for β-Catenin signaling in Shank3-deficiency and verifying Li action on the cell culture. Likewise, CREB1, JUN, NFKB1, SMAD3, SP1/2, and STAT1/3 were among the inverted REG GSs (Supplementary Fig. S5a).

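Of 21 targets of Wnt and beta-catenin, 0 passed edgeR's quasi-likelihood test between KOVeh and WTVeh (0 when adjusted over the list alone), and the list was not called, with a median log2 fold change of 0.00. Ccnd1, a D cyclin, had -0.92 (standard error 0.24, adjusted p = 0.0191 from the same test), and Cd44, a hyaluronan receptor, -0.85 (standard error 0.24). Neither passed. Between KOLi and KOVeh, the list had a median of 0.10 and was not called (camera adjusted p = 0.123, and 0.443 with an estimated correlation). In the fit with culture blocks, chosen after seeing the data, it was called higher (camera adjusted p = 0.0204, and 0.226 with an estimated correlation). Cd44 had 0.32 (standard error 0.24), Myc 0.17 (standard error 0.16) and Wif1, an extracellular inhibitor of Wnt, -0.55 (standard error 0.36). The transcript of Ctnnb1, which encodes beta-catenin, had -0.04 (standard error 0.05, adjusted p = 0.588 from the same test) between the genotypes and 0.02 (standard error 0.05) under Li. Li can act on the protein, which RNA does not measure. Inositol phosphate genes and glycogen synthase kinase 3, the targets of Li, had a median of 0.10 over 17 genes between the genotypes and of -0.02 under Li, and 0 of them passed in either comparison (0 when adjusted over the list alone).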

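The transcript of Stat3 was lower in KOVeh than in WTVeh, with a log2 fold change of -0.47 (standard error 0.10, adjusted p = 0.00716 from edgeR's quasi-likelihood test; 0.0314 without WTVeh replicate 1). Nfkb1 had -0.47 (standard error 0.13, adjusted p = 0.0291 from the same test), and did not pass. Creb1, Jun, Smad3, Sp1 and Sp2 had 0.02, 0.03, -0.25, -0.29 and -0.21, with standard errors of 0.08, 0.05, 0.12, 0.12 and 0.11, and did not pass. None of the transcripts of Creb1, Jun, Nfkb1, Smad3, Sp1, Sp2 and Stat3 passed between KOLi and KOVeh. The log2 fold change was -0.02 for Creb1, 0.01 for Jun, -0.01 for Nfkb1, 0.06 for Smad3, 0.10 for Sp1, 0.15 for Sp2 and 0.16 for Stat3, with standard errors from 0.05 to 0.14.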

**Fig. 6:**
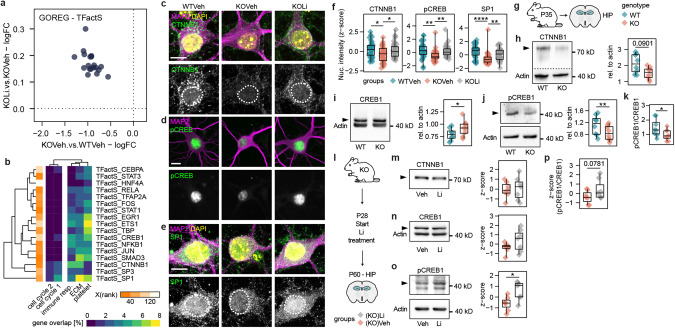
Common transcriptional regulators link Li-rescued clusters. **a** LogFC values of the inversed GSs from the TFacts catalog for the genotype and treatment contrast. **b** Hierarchical clustering of inversed TFactS GSs and the previously established clusters 1–5 of inverted GS from the GOs MF, CC, BP based on percentage of shared genes. Orange gradient corresponds to mean rank. **c** Representative images of primary hippocampal neurons stained for DAPI, MAP2 and CTNNB1, dotted lines = DAPI outlines, scale bar = 5 µm. **d** Representative images of primary hippocampal neurons stained for MAP2 and pCREB1, scale bar = 5 µm. **e** Representative images of primary hippocampal neurons stained for DAPI, MAP2 and SP1, dotted lines = DAPI outlines, scale bar = 5 µm. **f** Nuclear intensity of CTNNB1 and pCREB signals in primary hippocampal neurons. (CTNNB1: *F*(2,117) = 4.802, *p* = 0.01, *p = 0.0129 (WTVeh.vs.KOVeh), *p = 0.044 (KOVeh.vs.KOLi), *p* = 0.891 (WTVeh.vs.KOLi), *n* = 40 neurons per group from 4 independent experiments, one-way ANOVA followed by tukey-hsd post-hoc test; pCREB: *F*(2,108) = 4.802, *p* < 0.001, **p = 0.00181 (WTVeh.vs.KOVeh), **p = 0.00607 (KOVeh.vs.KOLi), *p* = 0.924 (WTVeh.vs.KOLi), *n* = 37 neurons per group from 4 independent experiments, one-way ANOVA followed by tukey-hsd post-hoc test); SP1: *F*(2,113) = 14.83, *p* < 0.001, ****p < 0.001 (WTVeh.vs.KOVeh), **p = 0.0098 (KOVeh.vs.KOLi), *p* = 0.0588 (WTVeh.vs.KOLi), *n* = 36–40 neurons per group from 4 independent experiments, one-way ANOVA followed by tukey-hsd post-hoc test). **g** Pictogram of the tissue origin and genotype legend for **h**–**k**. Hippocampi of P35 Shank3∆11(−/−) and WT animals were used for protein isolation and subsequent WB analysis. **h** WB of CTNNB1 and amounts rel. to actin (*t* = −1.965566362, df = 7, *p* = 0.0901, *n* = 8 animals per genotype, paired two-sided t-test). **i** WB of CREB1 and amounts rel. to actin (*t* = 2.496216754, df = 7, *p = 0.0412, *n* = 8 animals per genotype, paired two-sided t-test). **j** WB of pCREB1 and amounts rel. to actin (*t* = −3.928882749, df = 7, **p = 0.00568, *n* = 8 animals per genotype, paired two-sided t-test). **k** Ratios between pCREB to CREB1 values of the same animals (*t* = −3.393497057, df = 7, *p = 0.0115, *n* = 8 animals per genotype, paired two-sided t-test). **l** Pictogram of the experimental setup and legend for **m**–**p**. **m** WB of CTNNB1 and z-scored amounts rel. to actin (*t* = 0.042737218, df = 6, *p* = 0.967, *n* = 7 animals per group, two-sided paired t-test). **n** WB of CREB1 and z-scored amounts rel. to actin (*t* = 1.66076912292605, df = 6, *p* = 0.148, *n* = 7 animals per group, two-sided paired t-test). **o** WB of pCREB1 and z-scored amounts rel. to actin (*t* = 3.479384195, df = 6, *p = 0.0132, *n* = 7 animals per group, two-sided paired t-test). **p** Z-scored ratios between pCREB to CREB1 values of the same animals (Z = 25, df = 6, *p* = 0.0781, *n* = 7 animals per group, paired wilcox-test).

Henceforth, we investigated REG GSs that overlap in gene content with the previously found inverted GS clusters from BP, CC and MF. Therefore, we collapsed each cluster to be one cluster GS containing all genes of its primary GSs and computed the Jaccard similarity among them and the REG GSs. Interestingly cell cycle cluster one and two did share almost no genes with almost all REG GSs besides minimal overlap with CTNNB1, SP1/2, and CREB1. ECM overlapped especially with SP1, SMAD3, and CTNNB1. Platelet cluster showed overlapping genes mainly with ETS1, SP1, EGR1, and TBP, while immune response overlapped the most with CTNNB1. Among the highest-ranking REG GS were CTNNB1, SMAD3, and STAT1/2 (Fig. 6b).

CTNNB1, CREB1 and SP1 involvement is of particular interest, considering their respective role in brain development [75], neuronal plasticity/memory [76] and neuronal degeneration [77]. To confirm their downregulation in Shank3∆11(−/−) cell culture and its rescue by Li, we performed immunocytochemistry analysis of CTNNB1, Ser133-phospho CREB (pCREB) and SP1 (Fig. 6c, d). In Shank3∆11(−/−) neurons treated with Veh CTNNB1 and pCREB signals were significantly decreased in comparison to WTVeh neurons, while Shank3∆11(−/−) neurons treated for 5 d with 1 mM Li exhibited increased CTNNB1, pCREB as well as SP1 signals in contrast to Shank3∆11(−/−) Veh controls (Fig. 6e).

To assess if the Li-rescued TFs translate into in-vivo models as possible targets for future treatment studies, we performed WB analysis of hippocampi from P35 Shank3∆11(−/−) and WT mice once again (Fig. 6f). Intriguingly, CTNNB1 amounts were reduced in Shank3∆11(−/−) (Fig. 6g). Total CREB amounts were significantly increased (Fig. 6h), while pCREB amounts were significantly decreased (Fig. 6i), resulting in a significantly lower pCREB/CREB ratio (Fig. 6j).

Next, we treated Shank3∆11(−/−) mice with Li and compared them to Shank3∆11(−/−) Veh controls, to evaluate the effect of Li on CTNNB1 and CREB1 in vivo. The Li treatment was started at P28 and at P60-62 the hippocampi were collected for WB analysis of CTNNB1 (Fig. 6l). The protein amounts of CTNNB1 were unchanged between Li and veh control group (Fig. 6m). Intriguingly, pCREB1 amounts were significantly increased, while CREB1 amounts were moderately increased in hippocampi of Li treated Shank3∆11(−/−) mice in comparison to the veh controls (Fig. 6n, o), resulting in an elevated pCREB1 to CREB1 ratio (Fig. 6p).

In brief, we showed that genes of the Li-rescued ECM cluster GS were connected to CTNNB1, CREB while genes of the cell cycle cluster GSs were rarely represented in the TF GSs. CTNNB1 and CREB were confirmed as targetable by Li, in Shank3∆11(−/−) cells and altered in Shank3∆11(−/−) hippocampi. In vivo Li treatment of Shank3∆11(−/−) mice rescued the phosphorylation of CREB1.

## Discussion

Here, we present an in-depth analysis of a Shank3-deficient transcriptome in a flexible and easy to treat in-vitro cell culture system, paired with evidence from adolescent Shank3-deficent mice, emphasizing novel aspects of Shank3-deficiency, namely disrupted ECM and cell cycle associated gene and protein expression. These changes were partially rescued by Li and ECM-associated genes appeared to be regulated by CTNNB1 and CREB1, which proved to be altered in vivo.

The ECM is scarcely researched in Shank3-defiency. In this study we found ECM alterations at a transcriptional level in cell cultures and protein level in adolescent mice, uncovering a reduction of collagen proteins, especially COL1 and COL4, expanding the previously limited indications of ECM involvement in Shank3-deficiency [38, 42, 78]. ECM proteins are produced in the CNS [79] and located to the vascular basement membranes and the interstitial matrix of the brain. They are involved in plasticity and myelination [80, 81]. Notably, Col1 induces cortex folding [82] and collagens may prevent immune cell invasion [83]. At the pre-synapse, Col4 is involved in synapse formation, maturation, and maintenance [84].

Comparing our results to previously published data, transcriptional signatures of ECM components and associated WNT (subsequent CTNNB1) signaling pathway are downregulated in human-induced pluripotent stem cell (hiPSC) -derived neurons from PMDS patients, though collagen under-expression was not reported [38]. In a transcriptome analysis of prefrontal cortex (PFC) of a Shank2 knock-out mouse at the age of 12 weeks, a collagen containing extracellular matrix term was reported to be downregulated as well [78]. In contrast, Col1 and Itga5 (which we both found to be under-expressed DEGs) have been described as over-expressed in an adult rat model of autism [85]. Additionally, an ECM term was found upregulated in adult Shank3B knock-out mice [42]. Summarized, evidence suggests a possibly age-dependent role for ECM components in the pathophysiology of Shank3-deficency, that needs to be addressed in further research. Comparing our Shank3∆11(−/−) transcriptomic data set with other published Shank3-deficient and Shank3 overexpressing data sets from different brain regions, suggested a hippocampus and Shank3∆11(−/−) specific effect. Intriguingly, the ECM related proteins Col1a1, Igfpb2 and Lama5 appear to be regulated in a Shank3 gene dosage dependent manner, indicating a broad relevance of ECM gene expression alterations in Shank3-deficiency.

Our Shank3∆11(−/−) mouse model lacks the ankyrin repeat region (ARR) of Shank3 (Supplementary Fig. S1b) [53]. This region contains a Ras interaction site, upon which mutations reduce the Rap1 and R-Ras bioavailability, in turn over-activating integrins [86]. This might connect Shank3-deficiency to ECM alterations, since integrins interact with collagens [87] and are involved in their assembly [88–90].

We report alterations of COL1 expression in Shank3∆11(−/−) mice which is remarkable, since syndromic forms of autism regularly co-occur and overlap in symptoms with connective tissue diseases from the Hypermobility Spectrum (HSD) and Ehlers-Danlos Syndromes (EDS) which involve mutations in collagens and other ECM-related genes [91]. Intriguingly, hyperextensibility was also reported in PMDS patients [92], suggesting ECM interruption as a shared feature of cognitive and connective tissue symptoms.

Part of the downregulated PPI network of ECM proteins, was peripheral myelin protein 22 (Pmp22) (Fig. 3b), a gene involved in formation and maintenance of myelin sheath in the nervous system [93–95]. Variation in gene dosage of Pmp22 can lead to Charcot-Marie-Tooth disease type 1A (CMT1A) [96] or Hereditary Neuropathy with Liability to Pressure Palsy (HNPP) [97], two inherited motor/sensory neuropathies. Likewise, PMDS patients can present with deficits in pain sensing [11]. Since myelination is altered in autism spectrum disease (ASD) (reviewed by Galvez-Contreras et al. [98]) and PMDS [29, 27], Pmp22 and connected ECM proteins potentially play a role in the pathophysiology. Altogether, this leads us to conclude that ECM, especially collagens, genes most likely contributes to common symptoms in PMDS, while the exact molecular processes need further investigation.

Regarding the second main finding of this study, the alterations in cell cycle genes, the in vitro cell culture results should be interpreted with care, since our cell cultures are a mixture of post-mitotic neurons and non-neuronal cell types. However, the in vivo analysis confirmed the alterations in post-mitotic neurons. Some of the core cell cycle genes we found downregulated in Shank3∆11(−/−) mice, are suspected to perform cell cycle non-related functions in post-mitotic neurons (reviewed by Frank and Tsai [99]) relating them to synaptic function in neurons. KIF20A executes functions relevant to mitotic brain cells in regulating cell cycle exit in neuronal progenitor cells [100] and post-mitotic brain cells like mediating IGF2BP3-bound mRNA transport along microtubules [101]. Also, PLK2 – a closely related kinase to PLK1 – is involved in homeostatic plasticity, relevant to post-mitotic neurons [102]. Remarkably, homeostatic plasticity is impaired in Shank3 KO mice and can be rescued by Li administration [102].

In the present study, we used Li to rescue ECM and cell-cycle related gene expression. Intriguingly, these where among the highest ranking disrupted transcriptional programs in Shank3∆11(−/−) cells. Previously, Li was reported to influence ECM processes, including collagen degradation [103] and immune cell extravasation [104]. As noted, the disruption of ECM-related gene expression may contribute to myelination deficits in Shank3-deficency. Interestingly, pharmacodynamic mechanisms of Li and other antipsychotics converge on signaling pathways affecting myelination and most recently ECM component stabilization preservation was linked to Li response [105].

Although, Li increased SHANK3 amounts in Shank3-haploinsufficient human embryonic stem cells (hESC) -derived neurons [106] and in human induced pluripotent stem cells (hiPSC) -derived motoneurons and myotubes, it had no effect on Shank3 transcript abundance in Shank3∆11(−/−) and WT hippocampal cells in our study, implying a post-transcriptional effect on SHANK3 amounts. Li treatment restored maturation of neuromuscular junction in co-cultures of hiPSC-derived motoneurons and human biopsy-derived myotubes [30] as well as rescuing overgrooming in Shank3 KO mice [102], indicating a benefit for Shank3-deficient phenotypes.

Here we add critical information on clusters of genes rescued by Li in Shank3∆11(−/−), what might be exploited for advanced treatments. We identified several TFs, involved in the regulation of Li-rescued genes, which in part proved to be altered in Shank3∆11(−/−) hippocampus in vivo. ECM-related genes overlapped particularly with genes regulated by CTNNB1, while CTNNB1 was reduced in Shank3∆11(−/−) hippocampi.

CTNNB1 pathway controls ECM constituents, regulates BBB maturation [107] and is involved in ASD [21, 108, 109]. Since, CTNNB1 switches on target gene expression when its degradation by phosphorylated GSK3 is inhibited and it is translocated to the nucleus [110], low CTNNB1 amounts explain reduced expression of CTNNB1-related genes. Reduced Akt signaling in SHANK1/3 double KO mice [37] and decreased Akt-dependent phosphorylation of GSK3 in Shank3 KO mice [36] may explain decreased CTNNB1 concentration in Shank3∆11(−/−). In addition, SHANK3 CTNNB1 interaction has been confirmed in qNSC, although there, Shank3 loss led to nuclear translocation of CTNNB1 in qNSC [111]. In addition, loss of Shank3 interaction with CTNNB1 via the PDZ domain, in a truncating mutation of Shank3, has been shown to negatively affect the downstream pathway [112]. We rescued CTNNB1-related gene expression with Li, which inhibits GSK3 [113], subsequently increasing CTNNB1 concentration [74]. Decreased CTNNB1 amounts in Shank3∆11(−/−) can potentially be explained by the loss of SHANK3 ankyrin repeat domains interacting with SHARPIN [114], which in turn would stabilize CTNNB1 [115] and additionally activate the Wnt/CTNNB1 pathway [116].

The CREB transcription factor is foremost known for its involvement in memory acquisition and its activation through neuronal activity (reviewed by Mayford and Kandel [76]). CREB1 activation through phosphorylation can have various region-specific effects, including modulation of depression, addiction, and anxiety (reviewed by Carlezon et al. [117]) and can be regulated by ERK signaling which is likely involved in autism and bipolar disorder (reviewed by Kalkman [20]). Outside the brain, CREB1 has been shown to regulate Col1 expression in rat hepatic stellate cells [118] and, in a complex with SMAD2/3, Col1 and Col3 expression in cardiac fibroblasts [119]. In Shank3 shRNA transfected hippocampal neurons, impaired GRM5 signaling leads to reduced phosphorylation of ERK1/2 and CREB1 [34]. In addition, a SHANK3-CaMKII interaction via Shank3 amino acid 829–1130 sustains CREB1 phosphorylation in cultured neurons [33, 35]. Since phosphorylation of CREB alone is not sufficient to predict the expression of target genes [120], we expand previous findings, by uncovering the downregulation of CREB target genes in Shank3∆11(−/−) in vitro, identifying them as ECM-related. We report hypo-phosphorylation of CREB1 in P35 Shank3∆11(−/−) mice, in contrast to hyperphosphorylation reported in 4-months-old SHANK3-KO mice [121], suggesting age-dependent alterations in CREB1 phosphorylation. Moreover, we established Li as viable option to partially rescue CREB target gene expression in Shank3∆11(−/−) neurons, in line with the literature proposing Li as activator of CREB1 (reviewed by Alda et al. [122, 123]). Confirmatory, in vivo Li treatment increased the phosphorylation of CREB1 in Shank3∆11(−/−) mice.

These results suggest that Li can rescue disrupted gene expression in the Shank3∆11(−/−) model through its well-established action on the GSK3-CTNNB1 signaling pathway [113], as well as Li dependent activation of CREB1 [123].

In contrast, SP1 has not been associated with gene expression dysregulation in Shank3-deficincy before. We report the downregulation of SP1 regulated genes in Shank3∆11(−/−) cells, which functionally annotated to ECM and cell cycle processes. SP1 signaling has been described as dysfunctional in post-mortem brains from ASD [124, 125] individuals and its transcription factor activity is essential to prevent degeneration of neurons by regulating microtubule related gene expression [77].

How Shank3 deficiency causes changes in gene expression remains to be fully unveiled, though our data, in the light of the most recent literature, supports some plausible mechanisms: By direct modulation of synaptic transmission and subsequent kinase dependent CREB activation and/or direct CREB activation, as well as CTNNB-SHANK3 interaction. Remarkably, no explicitly synaptic GS were rescued by Li, proposing a functional effect on synaptic transmission, and downstream elements like CREB and CTNNB1, rather than a direct effect on the synaptic protein composition. To expand on our results, multi-omics analysis of the Shank3∆11(−/−) genotype are needed, although we confirmed key findings of the bulk RNA sequencing on the protein level. RNA amounts might not correlate with respective protein amounts and phosphorylation and other post-translational modifications influence functions of genes. For simplification and straight forward discovery of new features of Shank3 deficiency we neglected synaptic genes in parts of our analysis, although a complex interplay between synaptic compartments and the ECM, as implicated by downregulated cadherins in Shank3 heterozygote brain organoids [126], is reasonable and needs detailed investigation. In this study we aimed to find overlooked molecular aspects of Shank3 deficiency and reported the disruption of ECM and cell cycle related gene expression, as well as their regulatory elements which can be rescued with Li. Each of these aspects require extended in-depth research.

### Supplementary information

Supplementary Material

Supplementary Material RNA Seq

## Data Availability

The RNA sequencing data was uploaded to the NCBI GEO database under the GEO accession number GSE248859.

# Supplementary material for: Disrupted extracellular matrix and cell cycle genes in autism-associated Shank3 deficiency are targeted by lithium
**Source:** Mol Psychiatry. 2023 Dec 20;29(3):704–17. doi: 10.1038/s41380-023-02362-y
**Supplement:** Supplementary file 1 — Supplementary Material

Supplementary Information for

**Disrupted extracellular matrix and cell cycle genes in autism-associated Shank3 deficiency can be rescued with Lithium**

**Authors:** Valentin Ioannidis^1,#^, Rakshita Pandey^1,2,#^, Helen Friedericke Bauer^1,2^, Dr. Michael Schön^1^, PD Dr. Jürgen Bockmann^1^, Prof. Dr. Tobias M. Boeckers^1,3^, Dr. Anne-Kathrin Lutz^1,*^

^# ­^Contributed equally

**Table of Contents**

Supplementary Materials and Methods……………………………………………………………..3

References……………………………………………………………………………………………..7

Supplementary Figures S1-4…………………………………………………………………………7

Supplementary Tables S1-S2………………………………………………………………………10

**Supplementary Materials and Methods**

**Primary hippocampal cell culture**

Ether 6-well plates (for RNA sequencing) or Glass coverslips placed into 24-well plates (for immunofluorescence staining) were coated with Gelatine 0,2 % for at least 2h at 37 °C. The Gelatine was removed and after 3 x 1 min washing-steps replaced with PLL for at least 6h at 37 °C. sterile water, plates were pre-equilibrated with DMEM+++ (20 % Ham’s Nutrient Mixture F12, 10 % FBS, 0,5 % Penicillin/Streptomycin, 0,5% Glutamine in DMEM) at 37 °C and 5 % CO2 until usage. P0-P2 SHANK3∆11(−/−) or WT mice, respectively, were decapitated, then the brains were removed carefully from the skull and placed in ice-cold HBSS. Under microscopic guidance, meninges were removed, and the hemispheres separated from the brainstem. 10-20 hippocampi were dissected and placed in ice-cold Hibernate-E medium supplemented with 2 % B27. Medium was removed and hippocampi were incubated with 2.5 % Trypsin in HBSS for 5-7 min at 37 °C followed by 4 x 1 min washing-steps with HBSS. HBSS was replaced with 5 % DNAse in HBSS. Then hippocampi were dissociated mechanically with a Pasteur pipette into single cells, filtered (100 μm), counted and resuspended DMEM+++. 30.000 cells/well were plated into 24-well plates and 300.000 cells/well into each 6-well plates. Medium was replaced after 3h with Neuobasal+++ (Neurobasal M supplemented with 2 % B27, 0.5 % Glutamine and 0.5 % Penicillin/Streptomycin). Medium was changed at DIV9 with Lithium treatment.

**RNA isolation and bulk RNA sequencing**

Qiagen RNeasy Mini kit was used to isolate total RNA according to the manufacturer’s description including all purification steps. RNA was eluted in 40 μl RNAse-free water. Quality control (QC), library construction, sequencing, and read mapping was performed by Novogen UK. In brief, messenger RNA was purified from total RNA and library cDNA synthesis was performed. Libraries were quality checked with Qubit and pooled for sequencing on Illumina platform. Raw data (raw reads) of fastq format were cleaned by removing reads containing adapter, ploy-N and low-quality reads. Reference genome index was built and paired-end clean reads were aligned to the reference genome using Hisat2 v2.0.5. Read counts were calculated with featureCounts v1.5.0-p3.

**Protein Isolation and Western Blot (WB)**

Hippocampal tissue from P35 male mice was extracted and homogenized in a buffer containing 0.32 M sucrose, 5 mM HEPES at pH = 7 with proteinase and phosphatase inhibitors. Equal amounts (7.5 µg) of protein were loaded in 8-10 % gels in pairs of WT and KO samples and separated at 140V for 1 h. The proteins were transferred onto a nitro-cellulose membrane, blocked with 5 % BSA in 0.1 % TBST or 5 % milk in 0.1 % TBST for 1 h at room temperature (RT). The membranes were incubated with the primary antibodies overnight at 4 ºC and incubated with their respective HR-coupled secondary antibodies for 1 hour at room temperature after washing 3x for 10 minutes with 0.2 % TBST solution. Membranes were imaged with Bio Rad Chemi Doc™ MP machine. Analysis was performed using ImageJ software version 1.52p and GelAnalyzer software version 2010a.

**Immunohistochemistry (IHC)**

12 µm thick cryosections of unfixed, frozen brains were collected on slides and fixed with 4 % PFA in 0.1 M sucrose solution for 15 min at RT. After 3x 5 min washing with PBS+/+, heat mediated antigen retrieval was performed using 0.1 M citric acid for 20 min at 95 ºC. The sections were blocked with 3% BSA and 0.2% Triton in PBS+/+ for 4 h at RT. The blocking solution was removed, and the membranes incubated with the primary antibody solutions for 48 hours at 4 ºC. After 3x 5 min washing with PBS +/+, respective secondary antibody solutions were added and incubated for 2 h at RT, then removed. DAPI 1:50,000 in PBS+/+ was added on the sections and incubated for 15 min at RT. After 3x 5 min washing with PBS +/+, the sections were mounted using VectaMount.

**Immunocytochemistry (ICC)**

Cultured cells were fixed at DIV14 with 4 % paraformaldehyde and 4% sucrose in 1x DPBS for 15 min at 37 °C, followed by 3 x 1 min washing-steps with DPBS. Permeabilization was performed with 0,2 % Triton X-100 for 10 min at RT. Subsequent, cultures were blocked with 10% goat serum or 10 % donkey serum and 5 % FBS in 1x DPBS for at least 3h at RT and incubated with primary antibodies in blocking buffer for 24h at 4 °C. After 4x washing-steps (1 min, 5 min, 15 min and 20 min) with 1x DPBS cultures were incubated with AlexaFlour® or DyLight®-coupled secondary antibodies in blocking buffer for 1h at RT and protected from light. Further washing steps (1 min, 10 min and at least 20 min) with 1x DPBS were performed before cultures were mounted with ProLong® Gold antifade reagent with or without DAPI.

**Image acquisition**

Brightfield images were acquired using the PAULA imaging system (Leica) with manual adjustment of brightness where needed. Conventional fluorescence images acquired with a upright Axioscope 2 microscope equipped with an Axiocam 506 mono camera and a Plan-Neofluar 20x or 40x oil immersion objective using the ZEN Blue software (Zeiss).

Confocal fluorescence images of neurons were acquired with a laser-scanning microscope (Leica DMi8) equipped with an ACS APO 40x, or 63× oil DIC immersion objective using the LasX software (Leica). Single images were captured with a zoom factor of 1.5, at a x-y resolution of 1,024 × 1,024 pixels, and a 0.346 μm step size along the z-axis covering the whole cell soma of cultured neurons or 2 μm of hippocampal slices. Tile scans were captured the same way with an ACS APO 20x oil DIC immersion objective covering the whole hippocampus.

**Image analysis**

ImageJ 1.52p was used for z-projection, ROI extraction, manual counting of cells, manual selection of nuclei, and measuring the mean intensity and size of areas.

To determine the number of cell types in the hippocampal cell cultures, we analyzed 10 images with the 20x objective per coverslip from two coverslips of each genotype in N = 4-5 independent cell cultures. We counted the marker positive cells manually, calculated the ratio to DAPI positive nuclei and plotted the mean for each cell culture. To compare total number of cells we summed the number of DAPI nuclei of all images per genotype and cell culture.

For the analysis of COL4 structures 400 μm x 400 μm regions of interest (ROIS) were selected directly beneath the CA1 cell band of the hippocampi, of both hemispheres’ tile scans of each animal. The EBImage R package [1] was used to segregate the structures and measure their size and pixel brightness.

To measure the PLK1 and KIF20A fluorescence signals in single neurons from the hippocampal CA1 region we analysed one image of the CA1 cell layer from each hemisphere and animal. EBImage R package functions were used to detect nuclei in the DAPI channels with adaptive thresholds and watershed. Then cell soma boundaries were detected in the NeuN channels using voronoi-segregation with the nuclei as seeds and the NeuN, and PLK1, respective KIF20A, mean pixel intensity was determined for each cell. Based on the log2 transformed areas and pixel intensities of NeuN, cells were categorized as NeuN positive or negative cells using k-means clustering. The log2-transformed ratio of PLK1, KIF20A and pKIF20A to DAPI was calculated.

We imaged 5 neurons (detected by MAP2 staining) per coverslip from two coverslips of each group in N = 3-4 independent experiments, to measure the nuclear TF signals in hippocampal cell cultures. The nuclei areas were selected manually ether in the DAPI staining or for pCREB directly in the pCREB channel. Mean pixel brightness of the nuclear areas were measured and z-transformed across all groups for each independent experiment.

**STRING**

The STRING web application was used to construct protein-protein interaction (PPI) networks with network type set to physical network, edges meaning confidence, text mining, experiments and databases as active interaction sources, minimum required interaction score of high confidence (0.7) and only queried proteins shown.

**Reference**

1. Pau G, Fuchs F, Sklyar O, Boutros M, Huber W. EBImage--an R package for image processing with applications to cellular phenotypes. *Bioinformatics* 2010; **26**(7)**:** 979-981.

**Supplementary Figures S1-5**

**Supplementary Figure S1. Batch effect removal and deleted isoforms in the Shank3∆11(−/−) mice**

a) MDS plot of all samples before and after removal of the batch effect, colors correspond to experimental batch and shape to genotype. Axis sow the leading log2FC. The percentage of similarity the MDS axis accounts for is shown in brackets. b) Illustration of the Shank3 gene, its exons, promotors, isoforms, and their molecular weight. The deleted SHANK3 isoforms in Shank3∆11(−/−) are labeled in grey.

**Supplementary Figure S2. Term assignment to parent terms based on Wang sematic similarity, hierarchical clustering, and community detection.**

mitotic_cell_cycle_checkpoint

mitotic_cell_cycle_spindle_assem

b

ly_checkpoint

mitotic_metaphaseanaphase_t

r

ansition

M_phase_of_mitotic_cell_cycle

mitotic_prometaphase

anaphase?promoting_[...]_protein_catabolic_process

spindle_pole

mitotic_cell_cycle

cytokine_activity

receptor_binding

chemotaxis

im

m

une_response

cell?cell_signaling

chemokine_activity

s

k

eletal_system_d

e

v

elopment

collagen

basement_memb

r

ane

e

xt

r

acellular_mat

r

ix

e

xt

r

acellular_mat

r

ix_st

r

uctu

r

al_constituent

platelet_deg

r

a

n

ulation

platelet_alpha_g

r

a

n

ule_lumen

hepa

r

in_binding

integ

r

in_binding

T

F

actS_CEB

P

A

T

F

actS_HNF4A

T

F

actS_S

TA

T3

T

F

actS_SP3

T

F

actS_T

F

AP2A

T

F

actS_CTNNB1

T

F

actS_CREB1

T

F

actS_ETS1

T

F

actS_FOS

T

F

actS_S

TA

T1

T

F

actS_JUN

T

F

actS_NFKB1

T

F

actS_RELA

T

F

actS_EGR1

T

F

actS_TBP

T

F

actS_SP1

T

F

actS_SMAD3

0

2

4

6

8

10

12

0.6

0.8

1

1.2

logFC

GOREG

KO

V

eh.v

s

.WT

V

eh

K

OLi.v

s

.

KO

V

eh

JUN

TBP

CEB

P

A

T

F

AP2A

EGR1

HNF4A

ETS1

CTNNB1

CREB1

SMAD3

SP1

S

TA

T3

S

TA

T1

FOS

SP3

NFKB1

RELA

**b**

**a**

a) Heatmaps of the Wang semantic similarity between the downregulated GO terms separated by GOs, their hierarchical clustering and assignment to parent terms. b) Hierarchical clustering of the parent terms based on their gene overlap measured as JC. c) Fully labeled network of parent terms from Fig. 2f. Nodes represent parent terms; edges represent JC between parent terms of different GOs; Colors represent communities detected with the Louvain method. d-i) Venn diagrams of shared DEGs between the Shank3∆11(−/−) transcriptomic data set and the Jin et. al 2018 and Yoo et. al 2022 data sets, separated by brain.region. logFC of the shared DEGs. CTX = Cortex, HIP = Hippocampus, mPFC = Medial prefrontal cortex, STR = Striatum.

**Supplementary Figure S3. Western Blot anaysis of COL25α1**

a) WB of COL25α1 amounts rel. to actin (t = 0.121545864, df = 7, p = 0.907, n = 8 animals per genotype, paired two-sided t-test).

**Supplementary Figure S4. Treatment contrast DEG analysis and** **hierarchical clustering of inversed GS from EGSEA based on JC.**

a) MA plot filtered for the top 5000 genes with the lowest adjusted p value (p.adj) for treatment contrast analysis. b) Hierarchical clustering of all inversed GS from the EGSEA analysis based on inter-GS JC. c) Top 10 mgenes with logFC < 0 in the gentoype contrast and logCF > 0 in the treatment contrast, most often shared by inversed GS in each cluster, color gradient represents logFC difference between contrast.

**Supplementary Figure S5. Inversed GS from the TFactS catalogue.**

a) Heatmap and hierarchical clustering of inversed GSs from the TFactS catalogue. Color corresponds to FC.

**Supplementary Tables**

**Supplementary Table 1. Primary antibodies list**

| **Antibody/Species** | **Company** | **Country/State** | **Reference** | **Method** | **Dilution** | **Blocking** |
| --- | --- | --- | --- | --- | --- | --- |
| ß-Actin ms | Sigma | United States, Massachusetts | A5316 | WB | 1:100,000 | 5% BSA in 0.1% TBST |
| ß-Catenin (CTNNB1) | Abcam | United Kingdom | Ab6302 | WB | 1:2000 | 5 % Milk in 0.1 % TBST |
| Collagen 1 ms | Sigma-Aldrich | United States, Massachusetts | c2456 | WB | 1:2000 | 5 % Milk in 0.1 % TBST |
| Collagen 2 rb | Thermo Fisher Scientific | United States, Massachusetts | BS-0709R | WB | 1:500 | 5 % Milk in 0.1 % TBST |
| Collagen 4 rb | Thermo Fisher Scientific | United States, Massachusetts | PA5-104508 | WB | 1:500 | 5 % Milk in 0.1 % TBST |
| Collagen 4 rb | Abcam | United Kingdom | ab6586 | IHC | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| CREB rb | Abcam | United Kingdom | ab32515 | WB | 1:500 | 5% BSA in 0.1% TBST |
| GTP-Tubulin human | AdipoGen Life Sciences | United States, California | AG-27B-0009-C100 | WB | 1:1000 | 5% BSA in 0.1% TBST |
| p-Kif20a rb | Boster | United States, California | A051 42S528-1 | IHC | 1:200 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| NeuN gp | SYSY | Germany | 26604 | IHC | 1:1000 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| NFKB rb | Cell Signalling Technology | United States, Massachusetts | cs 13586 | WB | 1:1000 | 5% BSA in 0.1% TBST |
| P-CREB (Ser) rb | Abcam | United Kingdom | ab32096 | WB/ICC | 1:5000 | 5% Milk in 0.1% TBST |
| PLK1 rb | Proteintech | Singapore | 10305-1-AP | ICC | 1:200 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| Tubulin ms | Invitrogen/ Thermo Fisher Scientific | United States, Massachusetts | TF 32-2600 | WB | 1:1000 | 5% BSA in 0.1% TBST |

**Supplementary Table 2. Secondary antibodies list**

| **Antibody** | **Company** | **Country/State** | **Reference** | **Dilution** | **Blocking** |
| --- | --- | --- | --- | --- | --- |
| Mouse Anti-Human IgG2Rd HRP Conjugate | Invitrogen/ Thermo Fisher Scientific | United States, Massachusetts | MH-1722 | 1:1000 | 5% BSA in 0.1% TBST |
| Polyclonal rabbit-anti mouse Immunoglobin/HRP | Agilent Technology | United States, California | P0260 | 1:3000 | As used for respective primary antibody |
| Polyclonal goat-anti rabbit Immunoglobin/HRP | Agilent Technology | United States, California | P0448 | 1:1000 | As used for respective primary antibody |
| AlexaFlour® 488 donkey anti-rabbit | Jackson Immuno research | United Kingdom | 711-545-152 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 594 donkey anti-rabbit | Jackson Immuno research | United Kingdom | 711-585-152 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 647 donkey anti-rabbit | Jackson Immuno research | United Kingdom | 711-605-152 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 488 donkey anti-mouse | Jackson Immuno research | United Kingdom | 715-545-151 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 594 donkey anti-mouse | Jackson Immuno research | United Kingdom | 715-585-151 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 647 donkey anti-mouse | Jackson Immuno research | United Kingdom | 715-605-151 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 488 donkey anti-chicken | Jackson Immuno research | United Kingdom | 703-545-155 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 594 donkey anti-chicken | Jackson Immuno research | United Kingdom | 703-585-155 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 647 donkey anti-chicken | Jackson Immuno research | United Kingdom | 703-605-155 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 488 donkey anti-gp | Jackson Immuno research | United Kingdom | 705-545-147 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |
| AlexaFlour® 594 donkey anti-gp | Jackson Immuno research | United Kingdom | 705-585-147 | 1:500 | 3 % BSA + 0.2 % Triton in PBS+/+ |

How the deposited data were processed for this re-analysis (not part of the article)

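RNA from hippocampal cultures of WT and Shank3∆11(−/−) mice, treated with vehicle or with Li, was sequenced in 16 libraries, 4 for each of the 4 groups. The authors deposited counts, that is, whole numbers of reads per gene that had not been normalized, in tables with 54532 genes and 16 columns of counts. According to the submitters' processing notes, the authors used HISAT2 2.0.5, featureCounts 1.5.0-p3 and the GRCm38.p6 build; their strand setting is not given in the sources used here. No table had lines without a gene (0), and 14 gene names differed between the tables because a spreadsheet had turned them into dates; genes were matched by identifier. Coordinates are those of the deposited tables.

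Of 33134 genes of the biotypes that the study kept, 14783 passed filterByExpr with a minimum count of 15 and a minimum proportion of 0.25. With R 4.3.3 and edgeR 4.0.16, counts were scaled by TMM and fitted by edgeR's quasi-likelihood test with group and experimental batch as terms, after the study's methods, which used limma. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and a fold above 1.2. Unless a sentence names another tool, each p-value of a single gene comes from this test. Shank3 was also tested by two-sided exact permutation. Total counts ranged from 16123067 to 35188300 per library, with a median of 22041966.

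The replicate number was taken as the experimental batch of the study's methods, which the labels do not state, and so pairs the libraries. By the correlation of deviations from the group means, the best match had the same number for 3 of 4 libraries between WTVeh and KOVeh. This held for 2 of 4 between WTVeh and KOLi and for 2 of 4 between WTLi and KOLi. Within a genotype and between WTLi and KOVeh, it held for 4 of 4. Deviations from the group means correlated between libraries of the same number by 0.224 to 0.557 for WTVeh and KOVeh, and by -0.0386 at the lowest, for replicate 1 of WTVeh and KOLi. Libraries of one culture stayed correlated in the fit, by 0.507.

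The 39 gene lists, written from general knowledge and from the paper's topics, hold 25 pathway lists and 14 of cell types: mitosis, DNA replication, G1 regulators, collagens, basement membrane, ECM glycoproteins, brain ECM of perineuronal nets, ECM enzymes, focal adhesion, actin, tubulins, annexins, presynaptic, postsynaptic, GABA, channels, immediate-early, Wnt, TGF-beta, NF-kappaB, interferon, chemokines, platelet granules, targets of Li and ribosomal proteins, and neurons, excitatory neurons, interneurons, astrocytes, microglia, oligodendrocyte precursors, oligodendrocytes, endothelial, mural, meningeal, progenitor, ependymal, choroid plexus and red blood cells. Of the 6 genes for red blood cells, 0 were measured, which leaves 38 lists. Lists were compared with the other genes by camera of limma 3.58.1 with a preset correlation of 0.01, and called at an adjusted p under 0.05 over the 38 lists.

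The rule for the genes named in the text took the 56 genes that the paper's text names, the 10 largest falls and the 10 largest rises between KOVeh and WTVeh among called genes with a mean of at least 1 log2 CPM that changed the same way in all 4 pairs, the 4 members with the smallest p of each list, and 5 genes per direction, or the 5 smallest p where none was called, in the other comparisons. This gave 296 genes. Results for some of them are not reported here. The paper's table of DEGs had been seen when the rule was written, and the counts had not.

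The fits were tested on simulated data of 14783 genes, with 50 genes changed by each of 4 folds. For KOVeh and WTVeh, edgeR recovered 23, 43, 45 and 49 of 50 genes at folds of 1.5, 2, 3 and 4, with 1 false call, and DESeq2 33, 49, 46 and 49, with 15 false calls. For KOLi and KOVeh, edgeR recovered 22, 43, 43 and 49, with 2 false calls. The simulated libraries lack the correlation within a culture that the data show. The counts therefore do not give the rate of false calls or the recovery in the data.

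The alternatives were limma-voom with and without sample quality weights, DESeq2 1.42.0, RLE scaling, other filters on counts and biotypes, other thresholds, fits without the replicate block or with the sequencing batch in its place, fits to the compared groups alone or to sequencing batch 1 alone, each library left out in turn, and other set tests. Added after seeing the data were fits without TMM factors, fits to genes with an Entrez ID (14187 genes, by the identifiers of GENCODE vM21), fits to replicates 1, 3 and 4, and fits with the culture as a random effect or as a block. Data without a Li effect were simulated in 20 draws around means fitted per genotype and experiment or per culture, and for shares of opposite signs the genes were called anew in each draw. The study's GO and TFactS gene sets, its protein measurements, its cell counts and the published data sets it compares with are not analysed here.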

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

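The tests of explanations and the counts over other splits of the libraries in this part were chosen after the results were seen.

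Shank3 in the libraries labelled KO replicate 2 had a mean of 160 CPM over both treatments, 73.0% of the WT mean of 220 CPM, against 89.4 CPM in the other KO libraries. An exchange of the WT and KO labels in replicate 2 is argued against by 106 genes that differed by at least 1 on the log2 scale in the other replicates (103 lower and 3 higher in KO), since the median ratio of their difference in replicate 2 to that in the others was 0.157 (quartiles 0.0445 and 0.326), where an exchange would turn most signs and 21 turned. WT cells or RNA in these libraries cannot be told apart from a culture that differed less for another reason, since the 66 genes that part the WT from the other KO libraries (63 lower) lay at a median of 15.8% of the way from WT to KO (quartiles -18.1 and 32.1), below Shank3 at 45.5%. Of 3 tests tried for this, the first spoke against it, with a mean mitosis difference over both treatments of -0.71 in replicate 2 (SD over the pairs 0.147) where a mixture predicts -0.35, and was dropped after its value was seen because the levels point both ways, KOLi at 3.06 log2 CPM among the WT libraries (2.96 to 3.87) and KOVeh at 2.78 among the other KO libraries (2.12 to 2.86); the next, the positions of Scg5, Tuba1c and Oprd1 at 5.12%, 79.6% and 22.3%, decided nothing. Pups of another Shank3 genotype could also give a level between the groups, whose midpoint lies at 70.3% of WT, which these libraries do not decide, and a difference between litters was not tested.

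Genes of mitosis and of the ECM were lower in KOVeh, with medians of -0.83 and -0.69 (camera adjusted p = 0.0455 and 0.0676 with an estimated correlation). A loss of astrocytes that lowers all their markers alike is argued against as the whole cause for the mitosis list. The astrocyte markers had a median of -0.218, and their lower quartile of -0.45 lay above the upper quartile of that list at -0.65. It is not argued against for the ECM list, whose upper quartile of -0.32 lay above -0.45. The marker list does not part dividing from other astrocytes, so that a loss of dividing ones stays open. Other non-neuronal cells stay open for both lists, with medians of -1.20 for ependymal, -0.80 for oligodendrocyte and -0.69 for microglia markers, of which the last were not called, although the mitosis list was lower in 4 of 4 pairs and these markers were not, with 0.07 for ependymal cells in the pair labelled replicate 2, 0.45 for oligodendrocytes in pair 4, and, for microglia, -2.02 in pair 1 and 0.48, 0.18 and -0.50 in the pair labelled replicate 2 and pairs 3 and 4. Fewer meningeal and perivascular fibroblasts may lower the ECM list: their markers, without matrix genes, were called lower with a median of -0.384, within the quartiles of the ECM genes (-1.21 and -0.32), but the call was lost with an estimated correlation (adjusted p = 0.138), and the paper states that meninges were removed. A change of the genotype within the same cells stays open too; the paper counted cells positive for markers of astrocytes, microglia, neurons and oligodendrocytes in such cultures and reports shares of the nuclei that did not depend on the genotype (Fig. 4b).

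The Li changes ran against the genotype changes. The KOVeh libraries shared by both comparisons cancel in the mean genotype difference of both treatments. With it, the covariance was -0.0211, where simulated data without a Li effect gave 4.9e-04 (-7.4e-04 to 0.00155). Genes vary independently there, but together in the data, with an estimated correlation of 0.437 over the mitosis list with culture blocks. The simulated range is therefore too narrow to decide whether the shared libraries are the whole cause. The WT cultures gave -0.0282, which is in line with a Li change in both genotypes alike. Cultures drifting together with no Li effect cannot be told apart from it, since 3 of 4 experiments were negative (two-sided exact sign-flip test, p = 0.25, a design that cannot pass 0.05), and 7 of 8 cultures (p = 0.0234 from the same exact test, if the cultures of an experiment are independent). The culture KO replicate 1 went the other way, with 0.0136. For the difference between the genotypes in the Li change, camera with the preset correlation called 1 pathway list lower and 1 higher. With culture blocks, it called immediate-early genes (adjusted p = 9.1e-08) and microglia markers (0.0202) lower. ECM glycoproteins (3.5e-05), tubulins (2.4e-04) and chemokines (0.0324) were called higher. With an estimated correlation, 0 lists were called in the first fit, and these had 0.870 each in the second.

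Over the 35 splits of the WTVeh and KOVeh libraries, 1, the real one, gave 813 genes. The highest other gave 0 from edgeR (at most 3858 at an unadjusted p under 0.05). For WTLi and KOLi it was 1 of 35, with 940 genes and 0 (at most 3539). This would exclude chance only if libraries could be exchanged between experiments. Deviations of libraries of the same number were correlated (0.224 to 0.557 for WTVeh and KOVeh, 0.161 to 0.500 for WTLi and KOLi), so that these counts do not exclude it. Of the 8 splits that part all pairs, 1, the real one, was as large in each, with a highest other of 0, too few for a share under 0.05; the others mix the experiments within a group. In the KO cultures, 35 of 35 splits gave at least the real count of 0 between the treatments (225 at an unadjusted p under 0.05), and the one that parts replicates 1 and 4 from 2 and 3 gave 1041; in the WT cultures 35 of 35 did (0, 217), and the same parting gave 893. These counts point to a structure of the samples that the experiment term of the fit does not take up, and no split that parts all 4 pairs called a gene (0 of 8 in each genotype). For the difference between the genotypes in the Li change, 40 of 40 splits drawn gave at least 0 (112 at an unadjusted p under 0.05), and the highest other gave 0. For the number of pathway lists called with the preset correlation, chance is not excluded: 11 of 35 splits gave at least the real 20 between KOVeh and WTVeh, with a highest of 23, and 3 of the 8 that part all pairs did, with a highest other of 20. With an estimated correlation, 1 of 35 gave the real 8, and the highest other 1. This would exclude chance only on the same condition, which the correlation within experiments goes against. Of the 8 that part all pairs, 1 gave the real 8 (highest other 0), too few for a share under 0.05. Under Li in KO, 3 of 35 gave at least the real 16, with a highest of 18, so that chance is not excluded; of the 8 that part all pairs, 1, the real one, did, with a highest other of 14, too few for a share under 0.05.

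Single values stood far from the other 3 of their group in 6 of 158 groups tested, where chance gives about 1 in 20, that is 7.9. The chemokine list differed by -1.04 between KOVeh and WTVeh in replicate 1. The same list differed by -0.0616 under Li in KO replicate 1. Nuak2 differed by -0.70 between KOVeh and WTVeh in the pair labelled replicate 2. The actin list differed by -0.114 in that pair. Sp3 differed by 0.179 there too. KOVeh replicate 4 had 30248060 total counts.

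Gm14434 differed between the genotypes in its Li change by -6.75 in a fit with each culture as a block (adjusted p = 0.0153 from edgeR's quasi-likelihood test), from replicate 4 alone, with 45 counts in WTVeh, 295 in WTLi, 440 in KOVeh and 28 in KOLi and 0 in the other 12 libraries; this fitted value is no bound. Between KOLi and WTLi, a comparison that the paper's text does not report, 940 genes were called. In WT under Li, 92.0% of the 590 genes called in both genotype comparisons had a Li change of the opposite sign to the genotype difference, and 67.9% of all tested genes.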

How the results depend on the processing

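The fits to replicates 1, 3 and 4, without TMM factors, to genes with an Entrez ID or with culture terms were chosen after the results were seen, and the others were not. Of 199 named genes, 112 were called between KOVeh and WTVeh. Wherever they were tested, these 112 had the same sign in 25 settings, and 109 were tested with at least 10 counts in every library. The count of DEGs moved with the fit. With no replicate block and the group alone, edgeR called 0 genes under Veh (0 lower, 0 higher; 2270 at an unadjusted p under 0.05) and 0 under Li, and Shank3 had -1.02 (adjusted p = 0.208) and -1.05 (adjusted p = 0.214). With no replicate block and the sequencing batch in its place, edgeR called 0 under Veh (2997 at an unadjusted p under 0.05) and 0 under Li, with Shank3 at -1.02 (adjusted p = 0.141) and -1.04 (adjusted p = 0.102). With the block, limma-voom and DESeq2 called 767 and 1891 under Veh. Fitted to the compared groups alone, 1 gene was called under Veh (Lcn2, lower, chosen after its values were seen; 3680 at an unadjusted p under 0.05) and 0 under Li, with Shank3 at -1.05 (adjusted p = 0.0643) and -1.09 (adjusted p = 0.0465). Sequencing batch 1 alone gave 15 (6 lower, 9 higher) under Veh and 10 (3 lower, 7 higher) under Li, with Shank3 at -0.92 (adjusted p = 0.0527) and -0.95 (adjusted p = 0.0532). Sample quality weights gave 2111 (1357 lower, 754 higher) and 2173 (1285 lower, 888 higher), DESeq2 1891 (1115 lower, 776 higher) and 2047 (1199 lower, 848 higher), and an adjusted p under 0.05 2400 (1591 lower, 809 higher) and 2722 (1741 lower, 981 higher). Replicates 1, 3 and 4 gave 1647 (1116 lower, 531 higher) and 1767 (1115 lower, 652 higher), and the culture as a random effect 513 (318 lower, 195 higher) under Veh. Without TMM factors, 236 genes were higher under Li by limma-voom, 255 by edgeR and 237 by limma-voom on genes with an Entrez ID. Fewer libraries or a looser threshold account for some of these moves by construction; for the others the cause was not tested. Without 1 library, the counts ran from 51 to 1291 (25 to 893 lower, 26 to 398 higher) under Veh and from 123 to 992 (63 to 546 lower, 57 to 446 higher) under Li. They were 51 without WTVeh replicate 1, 1291 without WTVeh replicate 2, 349 without WTVeh replicate 3, 303 without WTVeh replicate 4, 216 without KOVeh replicate 1, 67 without KOVeh replicate 3 and 66 without KOVeh replicate 4 under Veh, and 375 without WTLi replicate 1, 168 without WTLi replicate 3, 147 without WTLi replicate 4, 123 without KOLi replicate 1, 309 without KOLi replicate 3 and 159 without KOLi replicate 4 under Li. Shank3 ran from -1.30 to -0.96 under Veh, losing its call (adjusted p = 0.0240 to 0.0324) without WTVeh replicate 1, WTVeh replicate 3, WTVeh replicate 4, KOVeh replicate 1, KOVeh replicate 3 and KOVeh replicate 4, and from -1.26 to -0.99 under Li, losing it (adjusted p = 0.0215 to 0.0307) without WTLi replicate 1, WTLi replicate 3, WTLi replicate 4, KOLi replicate 1, KOLi replicate 3 and KOLi replicate 4. The Li change of Shank3 had 1.4e-04 in KO by edgeR without TMM factors, -0.0502 in WT with weights, -0.0118 in WT with replicates 1, 3 and 4, and without 1 library -0.24 to 0.23 in KO and -0.18 to 0.16 in WT. Between treatments and for the difference between genotypes in the Li change, edgeR, limma-voom, DESeq2 and every other setting run called 0 genes (225, 217 and 112 at an unadjusted p under 0.05 with edgeR), as did the fit with culture blocks (966, 1449 and 422), which called Gm14434 for that difference at an adjusted p under 0.05. With an estimated correlation, 4 pathway lists were lower between KOVeh and WTVeh, and 0 lower and 0 higher under Li in KO, as by fry (0 and 0). Without 1 library, 2 to 6 lists were lower and 7 to 13 higher there, with 7 higher without the library labelled KOLi replicate 2, and 7 higher and 2 lower without KOVeh replicate 4. Without the library labelled KOLi replicate 2, the medians of TGF-beta targets and platelet granules turned to -0.0483 and -0.0298, and without KOVeh replicate 3 that of mural markers to -0.00709; their highest were 0.160, 0.332 and 0.292, in this order of lists, without KOLi replicate 3, the library labelled KOVeh replicate 2 and the library labelled KOVeh replicate 2. The covariance of genotype and Li change was -0.0931 over called genes and -0.0432 to -0.0209 without 1 replicate, with an opposite share of 86.1% to 93.8%. KOVeh-WTVeh against KOLi-WTLi, which are both genotype differences and hold no Li change, gave a covariance of 0.149, with an opposite share of 0 over the called and 15.1% over all tested genes. The lowest PCC was 0.935 with no replicate block and the batch effect kept, 0.962 with all biotypes, 0.963 as Spearman's rho, and 0.956 to 0.966 without 1 replicate. Depth and spread limit small folds. Of 50 genes simulated without the correlation within a culture, edgeR recovered 23 at a fold of 1.5 and 49 at 4 between KOVeh and WTVeh.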

Differences from the paper's values

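The fits without TMM factors and with the culture as a random effect in this part were chosen after the results were seen, and the other fits were set before the data were examined. The paper gives 195 genes as higher in KOVeh than in WTVeh at its thresholds, an adjusted p under 0.01 and a fold above 1.2, and 307 were called here, which drops 56 of the paper's own DEGs. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were the fits without the library labelled KOVeh replicate 2, with 191, without WTVeh replicate 3, with 170, and without WTVeh replicate 4, with 166, which drop 196, 392 and 435 of the paper's DEGs. Those not within it were limma-voom with 321, sample quality weights with 754, DESeq2 with 776, RLE with 389, no filter on low counts with 348, 10 counts in every library with 351, all biotypes with 395, an adjusted p under 0.05 with 809, no limit on the fold with 334, and sequencing batch 1 with 9. Also not within it were the fits without WTVeh replicate 1 with 26, WTVeh replicate 2 with 398, KOVeh replicate 1 with 99, KOVeh replicate 3 with 31 and KOVeh replicate 4 with 30, and the 2 fits with no replicate block and that to the compared groups alone, by edgeR, with 0 (2270, 2997 and 3680 genes, lower and higher, at an unadjusted p under 0.05). Among the settings chosen after seeing the values, limma-voom with the culture as a random effect gave 195 (318 lower) and drops 267 of the paper's DEGs. Limma-voom without TMM factors gave 212 (516 lower) and drops 1, edgeR without TMM factors 205 (603 lower) and 14, and limma-voom without TMM factors on genes with an Entrez ID 210 (509 lower) and 11, also chosen after seeing the values.

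Of 34 genes that the paper's text names and its table of DEGs holds, 32 were called here, and 124 of 124 named genes in that table had the same sign, with a largest difference of 0.147. The paper has Col6a1 and Kif22 among its DEGs, and here they had -0.34 (adjusted p = 0.0123) and -0.47 (adjusted p = 0.0129) from edgeR's quasi-likelihood test, in the paper's direction. Of the settings set before the data were examined, they were called by limma-voom with sample quality weights (adjusted p = 0.00579 and 0.00508), by DESeq2 (adjusted p = 0.00232 and 0.00275) and at an adjusted p under 0.05 in place of the paper's threshold, which drop 6, 16 and 5 of the paper's DEGs. Over all settings run, the adjusted p ran from 0.00232 to 0.262 for Col6a1 and from 0.00275 to 0.355 for Kif22. Both were also called in the 3 settings without TMM factors, which were chosen after seeing the values and drop 1, 14 and 11. The paper gives 54% for MDS1 and 12% for MDS2. The MDS on all tested genes, set before the data were examined, gave 53.8% and 11.7%, and that on 500 genes 48.9% and 12.5%.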

Other observations

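In this part, the fit with culture blocks and the comparison of libraries by chi-square were chosen after the results were seen, and the tests of lists were not. Between KOVeh and WTVeh, markers of ependymal cells had a median log2 fold change of -1.20 over 8 genes and were called lower (camera adjusted p = 0.280 with an estimated correlation). Markers of myelinating oligodendrocytes had -0.80 over 9 genes and were called lower (adjusted p = 0.231 with an estimated correlation), with 1 gene lower by edgeR's quasi-likelihood test, Cnp, a myelin enzyme, at -0.80 (1 lower and 0 higher when adjusted over the list alone); without WTVeh replicate 2 the call was lost (adjusted p = 0.0776). Oligodendrocyte precursors had -0.18 over 7 genes and were not called, with Cspg4, the proteoglycan NG2, lower at -1.26 (1 lower and 0 higher when adjusted over the list alone). Choroid plexus markers had -0.74 over 6 genes and were not called. Excitatory neurons had 0.26 over 10 genes and interneurons 0.46 over 12, both called higher (adjusted p = 0.101 and 0.317 with an estimated correlation). Genes of perineuronal nets had 0.30 over 9 genes and were called higher (adjusted p = 0.101 with an estimated correlation), and the call was lost without WTVeh replicate 1 (adjusted p = 0.0597), WTVeh replicate 2 (adjusted p = 0.0776) and KOVeh replicate 3 (adjusted p = 0.0540).

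Under Li, 532 genes were lower and 408 higher in KOLi than in WTLi. Of these, 362 were also lower and 228 also higher between KOVeh and WTVeh, where independent lists share 18.2 and 8.47, and 0 went opposite ways; the Veh and Li libraries of a culture are not independent. Of the pathway lists, 14 were called lower and 5 higher between KOLi and WTLi, and 2 and 4 with an estimated correlation.

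Without removal of the replicate effect, the counts of the library labelled KOVeh replicate 2 differed from WTVeh replicate 1 by a chi-square of 12.0 per gene, from WTVeh replicate 2 by 34.5, and from the nearest KO library of another culture by 40.8. KOVeh replicates 1 and 3 differed by 8.82, and KOVeh replicate 4, of the other sequencing batch, differed from the nearest KO library of another culture by 36.0. With the effect removed, the library labelled KOVeh replicate 2 lay in the cluster of the KO libraries when the tree of the 16 libraries was divided into 2 clusters. Tuba1c starts 9.53 Mb from Shank3 on chromosome 15. In the libraries labelled KO replicate 2, it was at 74.5 CPM with Veh and 61.7 with Li, against 48.2 at the highest in WT and 66.6 at the lowest in the other KO libraries. In a fit with each culture as a block, over both genotypes, Ntn1, a guidance cue chosen after its values were seen, had a Li change of 0.29 (standard error 0.04, adjusted p = 0.0422 from edgeR's quasi-likelihood test).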
